# Carbon Availability Affects Diurnally Controlled Processes and Cell Morphology of *Cyanothece* 51142

**DOI:** 10.1371/journal.pone.0056887

**Published:** 2013-02-15

**Authors:** Jana Stöckel, Thanura R. Elvitigala, Michelle Liberton, Himadri B. Pakrasi

## Abstract

Cyanobacteria are oxygenic photoautotrophs notable for their ability to utilize atmospheric CO_2_ as the major source of carbon. The prospect of using cyanobacteria to convert solar energy and high concentrations of CO_2_ efficiently into biomass and renewable energy sources has sparked substantial interest in using flue gas from coal-burning power plants as a source of inorganic carbon. However, in order to guide further advances in this area, a better understanding of the metabolic changes that occur under conditions of high CO_2_ is needed. To determine the effect of high CO_2_ on cell physiology and growth, we analyzed the global transcriptional changes in the unicellular diazotrophic cyanobacterium *Cyanothece* 51142 grown in 8% CO_2_-enriched air. We found a concerted response of genes related to photosynthesis, carbon metabolism, respiration, nitrogen fixation, ribosome biosynthesis, and the synthesis of nucleotides and structural cell wall polysaccharides. The overall response to 8% CO_2_ in *Cyanothece* 51142 involves different strategies, to compensate for the high C/N ratio during both phases of the diurnal cycle. Our analyses show that high CO_2_ conditions trigger the production of carbon-rich compounds and stimulate processes such as respiration and nitrogen fixation. In addition, we observed that high levels of CO_2_ affect fundamental cellular processes such as cell growth and dramatically alter the intracellular morphology. This study provides novel insights on how diurnal and developmental rhythms are integrated to facilitate adaptation to high CO_2_ in *Cyanothece* 51142.

## Introduction

The significant increase in global energy consumption together with current and prospective economic growth is linked to severe concerns about rising CO_2_ emissions. CO_2_ is a greenhouse gas whose accumulation in the biosphere is related to potential global climate changes in the near future. CO_2_ is also the primary source of all organic carbon, and life on earth depends on the assimilation of CO_2_. Oxygenic photoautotrophic organisms such as cyanobacteria efficiently convert light into chemical energy using atmospheric CO_2_ and electrons from H_2_O while splitting off O_2_, and thus contribute significantly to the global carbon cycle. In addition, many cyanobacterial strains thrive when provided with higher levels of CO_2_ because the rate limiting enzyme ribulose bisphosphate carboxylase-oxygenase (Rubisco) has a low affinity for CO_2_ [1]. So far, the effects of CO_2_ on physiology and morphology in cyanobacteria have been primarily used to understand the mechanisms of carbon concentration under CO_2_ limiting conditions [2], [3], [4], [5].

Earlier studies in different diazotrophic cyanobacteria under elevated CO_2_ suggested a reallocation of energy otherwise utilized for carbon acquisition to other energy demanding processes such as nitrogen fixation and growth. Previous efforts to elucidate the impact of CO_2_ on cell physiology established the view that concentrations from 750–1500 ppm significantly increase nitrogen and carbon fixation rates [6], [7], [8], [9], [10]. These analyses were corroborated by measurements of elemental compositions and showed a correlation between cellular carbon quotas, nitrogen levels and population growth. In addition, transcriptional analysis in the non-diazotrophic cyanobacterium *Synechocystis* sp. 6803 revealed CO_2_-mediated changes in the expression of genes associated with photosynthesis, carbon fixation, and nitrate assimilation [2], [11]. Although these studies substantially aided our understanding about cyanobacterial physiology in elevated CO_2_ conditions, details about metabolic adaptations under high CO_2_ levels remain elusive.

Recently, in the advent of biofuel research, cyanobacteria received much attention for their potential to convert CO_2_ directly into renewable energy sources [12]. In addition, the idea of using cyanobacteria to capture and remediate anthropogenic CO_2_ substantiates the need to understand global cellular responses under high CO_2_ conditions.

The capacity to store large amounts of carbon in the form of glycogen, together with the ability to adjust nutritional requirements for nitrogen by converting atmospheric N_2_ into ammonia, renders *Cyanothece* 51142 an ideal candidate for studying the impact of high CO_2_ on cell physiology and metabolism. *Cyanothece* 51142 temporally separates and performs photosynthesis and N_2_ fixation in the same single cell. Oscillations in the activities of photosynthesis and N_2_ fixation occur concomitantly with the accumulation and degradation of glycogen and cyanophycin, and result in dynamic and diurnally controlled changes of the cellular C/N ratio. Previous global transcriptional analyses under alternating light/dark conditions revealed significant oscillations at the transcript level in about 30% of the genes in the genome [13]. Subsequent proteome analyzes showed that modifications in diverse cellular activities during the diurnal cycle can be attributed to changes in the abundance of related proteins [14]. In order to elucidate the impact of high CO_2_ on the metabolism of *Cyanothece* 51142 in alternating light/dark conditions, we analyzed the changes in gene expression under 8% CO_2_-enriched air, which is about 50% of the CO_2_ concentration found in flue gas exhausts [15]. We identified a total of 2086 differentially expressed genes. Approximately 40% (875 genes) revealed higher transcript levels under 8% CO_2_-enriched air. Our transcriptional analyses were complemented with different physiological and metabolic measurements to visualize novel aspects of the complex intracellular network that has developed to integrate carbon availability with cell metabolism and growth.

## Materials and Methods

### Cell Growth

The *Cyanothece* 51142 cultures were grown in 1 L Roux culture bottles (Bellco Glass, Inc.) containing ASP2 medium without added nitrate at pH 7.4 buffered with 4.1 mM TAPS and 3.9 mM TAPSO [16]. The cultures were kept under alternating 12 h light/dark cycles, illuminated with 100 µmol photons/m^2^/s of white light at 30 °C, and aerated with ambient CO_2_. Initially, the cultures were inoculated with 1/10 volume of cells grown under nitrogen-sufficient conditions and continuous illumination of 50 µmol photons/m^2^/s of white light. After 7 d, 1/4 volume of the nitrogen-deficient pre-culture was used to inoculate fresh ASP2 media without added nitrate and further cultivated under the same conditions. For microarray analysis, cultures were adapted to 8% CO_2_-enriched air for 48 h prior to the transition to ambient conditions or were kept in high CO_2_ during the entire time course. Samples from air and 8% CO_2_ treated cultures were collected 30 min, 2 h, 6 h, 13 h, 18 h, 30 h and 42 h after the step down corresponding to the time points, L0.5, L2, L6, D1, D6, L6, and D6.

### Glycogen assay

The cellular glycogen content was measured using a glucose hexokinase assay (Sigma-Aldrich, St. Louis, MO, USA) with glycogen from bovine liver Type IX (Sigma-Aldrich, St. Louis, MO, USA) as standard. Samples were collected at the time points L6 and D6. The chlorophyll was extracted with 100% methanol before the cell pellets were washed twice with 100% ethanol. 40% KOH was added and the samples were incubated for 1 h at 95 °C to remove free glucose. Glycogen was precipitated after adding 2 volumes of 100% ethanol, and the samples were incubated overnight at −20 °C. After centrifugation for 1 h at 4 °C, 2 N HCl was added, and the samples were incubated at 95 °C for 30 min. One volume 2N NaOH and 0.5 volumes 1 M phosphate buffer, pH 7, were added, and the samples were diluted with 1 volume of distilled water. For the hexokinase assay, 75 µl of sample solution was mixed with 200 µl of enzyme solution, and after 15 min incubation at ambient temperature in a microtitre plate (Costar, ultraviolet light proof); NADPH was measured at 340 nm using a μQuant plate reader (Bio-Tek Instruments).

### Free amino acid measurements

The samples were extracted from two biological replicates and measured as previously described [17].

### Nitrogenase assay

Nitrogenase activity of *Cyanothece* 51142 cultures grown under aeration with ambient and 8% CO_2_-enriched air was determined using an acetylene reduction assay [18]. 20 mL cultures were harvested at the end of the light period, transferred into gas tight vials and incubated for 12 hours in continuous light with an intensity of 100 µmol photons/m^2^/s. Gas samples were withdrawn, and ethylene production was measured using a Gas Chromatograph (Agilent 6890 N) equipped with a Poropak N column (inner dimensions 5′×I/8″) and a flame ionization detector using argon as the carrier gas (flow rate of 65 ml/min), according to the manufacturer's instructions. The temperature of the injector, detector, and oven were 150, 200 and 100 °C, respectively.

### Determination of chlorophyll

Chlorophyll content was measured spectrophotometrically at 562 nm and 665 nm on an Olis DW2000 conversion (Online Instrument Systems) after extraction with 100% methanol. The amount of chlorophyll *a* per mL culture was calculated according to [19].

### Microarray analysis

The microarray was designed based on the complete *Cyanothece* 51142 genome sequence information [20]. Single 60-mer oligonucleotide probes were generated for each of the 5,304 ORFs and spotted as triplicates on the microarray, to provide an estimate of intraarray variance. Agilent Technologies produced the arrays. RNA preparation and microarray hybridization procedures were performed as previously described [13]. For each experiment, three replicate microarrays were analyzed per time point, with two biological replicates and one dye swap, for a total of 9 genome equivalent microarrays per time point.

### Identification and classification of differentially expressed genes

The microarray data analyses were conducted using the Matlab software package (MATLAB version 7.6, MathWorks Inc.). Numerical ratios of gene expression were obtained by computing the gene expression levels at 8% versus 0.03% CO_2_ for each gene at each time point. These ratios were adjusted using LOWESS algorithm to obtain normalized values. Differentially expressed genes showed expression levels that changed by more than 1.5 fold at a significance level of 1% in at least one of the time points. Early and late responsive genes were grouped based on their expression profiles over the entire time course. Early or transient responsive genes showed differential expression only during the first three time points, whereas late responsive genes revealed differential expression only during the remaining time points. To identify long term behaviors of genes that are either induced or repressed by high CO_2_ concentrations, late response genes were classified into 16 different groups using k-means clustering according to [21] (Figure S1). For this analysis, expression levels of genes at the time points L6 and D6 from both days were considered. Genes in groups (a)–(f) are significantly up-regulated under 8% CO_2_ while those in the remaining groups are significantly down-regulated.

In order to understand the overall effect of CO_2_ on diurnal rhythm, expression data were qualitatively compared to data from a previous study performed under alternating light/dark conditions [13]. For genes with overall higher expression levels under 8% CO_2_, the following four main behaviors could be identified: (1) Genes that are always up-regulated under high CO_2_. (2) Genes that are significantly induced under high CO_2_ (fold change >1.5) at the time of their active transcription. These genes show a fold change >1.5 at either L6 or D6 consistent with their active transcription either during the light or dark period. (3) Genes that are significantly up-regulated (fold change >1.5) under 8% CO_2_-enriched air at the same time points on both days. (4) Genes that are significantly induced (fold change >1.5) under 8% CO_2_ conditions in at least one time point without any significant change at other time points. Genes with reduced transcript levels under 8% CO_2_ were similarly classified.

### Semi-quantitative reverse transcription (RT–PCR)

Semiquantitative RT–PCR analyses were performed on RNA samples isolated from cultures grown under aeration with ambient and 8% CO2-enriched air 42 h after the step down (time point D6, Figure S2). RNA was isolated and quantified as previously described [13]. A total of 700 ng DNase (Promega)-treated RNA was used for reverse transcription with the Superscript II Reverse Transcriptase and random primers (Invitrogen) according to the manufacturer's instructions. The absence of DNA contamination was tested for each RNA sample. PCR was carried out at 94 °C for 2 min, followed by 94 °C for 30 s, 58 °C for 20 s, 72 °C for 20 s and a final extension time of 2 min at 72 °C. A total of 23 cycles for *nifH* using the following primer pairs F: 5′-ACCATTGCTGCGTTAGCTGAAAC-3 and R: 5′-TAATACCACGACCCGCACATCCA-3′; 22 cycles for *hupS*; F: 5′-ATAGCTGGTTTCGTTGTCGCTGT-3′, R: 5′-CGAAGTCTTGGGTGGTTGCTTTG-3′; *glgA1* F: 5′-ATATGTGGGTCGCCTTGATGACC-3′, R 5′-TTCACTAAACCTCCTACGCCACG-3′; *cpcA* F; GTGCTGCCAACGCAGTTTATCAG-3′, R: 5′-AGGAGTTGGCTTCTACAGCAGGA-3′; and 25 cycles *16 S RNA* F: 5′- AGAGGATGAGCAGCCACACT-3′, R: 5′-TAATTCCGGATAACGCTTGC-3′.

### O_2_ evolution and O_2_ uptake

The capacity of oxygen evolution and oxygen uptake from *Cyanothece* 51142 cells was determined using a Clark-type electrode during the middle of the light and dark period, respectively. The measurements correspond to the time points L6 (6 hours into the light period) and D6 (6 hours into the dark cycle) at 30 and 42 hours after the step down. Oxygen evolution measurements were conducted at a light intensity of 8,250 µmol photons/m^2^/s. The amount of oxygen released or taken up was calculated per Chl *a*.

### Determination of cell size and cell numbers

Cell size measurements on cultures grown under ambient CO_2_ and 1% and 8% CO_2_-enriched air were performed at time point L6 (6 h into the light cycle) for *Cyanothece* 51142 grown in 12 h light/dark using a Nikon Eclipse 80 i microscope equipped with 100× oil immersion objective (Figure S3). Cell length of more than 800 cells per treatment was measured from photomicrographs using the Metaview analysis program, and the cell size distributions were compared using the Two-sample Kolmogorov-Smirnov test at a significance level of 0.1%. Cell numbers were determined using a Nexcelom Bioscience Cellometer Auto M10 according to the manufacturer's instruction.

### Electron microscopy

*Cyanothece* 51142 cells were prepared for electron microscopy as previously described [22]. Cultures were grown as described above for 7 days, harvested by centrifugation and resuspended in a small volume, loaded into planchettes and frozen in a Baltec high pressure freezer (Bal-tec). Samples were freeze substituted in 2% osmium/acetone and embedded Epon/Araldite. Thin sections (∼80 nm) were stained with uranyl acetate and lead citrate, and imaged using a LEO 912AB electron microscope equipped with a ProScan digital camera.

### Data deposition

The microarray data have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo) under the following accession number: GSE37621.

## Results and Discussion

### Identification of differentially expressed genes under high CO_2_ conditions

Initial growth experiments using ambient CO_2_ (0.03%), elevated CO_2_ (1%), and high CO_2_ (8%) revealed that 1% CO_2_ considerably enhances growth of *Cyanothece* 51142 cultures (Figure 1). This finding is consistent with previous observations in other diazotrophic cyanobacteria [9] and is presumably the result of increased CO_2_ assimilation rates. In contrast, nitrogen fixing cultures of *Cyanothece* 51142 aerated with ambient and 8% CO_2_ grow at similar but significantly lower rates as compared to 1% CO_2_ (Figure 1). This result suggests that high CO_2_ conditions generate a nutritional and/or energetic imbalance that outweighs the beneficial effect of elevated CO_2_ on the growth rate. 

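The deposited arrays compared RNA from *Cyanothece* cultures kept in 8% CO_2_-enriched air with RNA from cultures moved from 8% to ambient CO_2_ (0.03%), so that every log_2_ ratio below is 8% over 0.03% CO_2_ at the same hour and a positive value is a higher transcript level in 8% CO_2_. Both RNAs were labelled with the dyes Cy3 and Cy5 and hybridized to the same array. The 21 arrays covered 7 time points, 0.5, 2, 6, 13, 18, 30 and 42 h after the step down, with 3 arrays each. Of these 3 arrays, 1 had the dyes swapped. According to the paper the 3 arrays came from 2 biological replicates, and which of them share a culture is not stated. The authors deposited the spot intensities of each array as Agilent Feature Extraction wrote them, along with their own LOWESS-adjusted ratios. Each array carried 14485 spots for 5251 genes and 536 control spots. The files list 2 probe sequences for 4979 genes, 1 for 272 genes, and 3 spots for 4103 genes.

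From the deposited intensities, the local background was corrected with the normexp method at an offset of 50, spots marked as outliers by the scanner software were left out, and the ratios of each array were normalized by loess. Spots of a gene were averaged, which gave 5250 genes with a value on every array. The median spot signal was 178 to 536 units in Cy3 and 303 to 742 units in Cy5, against a median local background of 23 to 51 units, and between 40.1% and 75.9% of the gene spots of an array were well above background in a given channel. No gene spot was saturated. Array values were tested with limma, in which the 7 time points shared one estimate of the spread. Because the shared culture is unknown, the fit was made 3 times, each time averaging a different pair of arrays into 1 culture, and the largest p of the 3 was taken for each gene and adjusted by the Benjamini-Hochberg method. A gene was counted as differentially expressed where the adjusted p was below 0.01 and the mean change exceeded 1.5-fold, the 1% level and the fold change being those of the paper. Errors are SDs over the 3 arrays unless stated otherwise. They hold technical and biological variation together, and 2 cultures per time point limit the precision of every value. Across genes, the arrays of a time point correlated least at 0.5 h, with r between 0.399 and 0.73, and at 42 h r lay between 0.935 and 0.968. Genes are not independent replicates, and these r values describe only how alike the arrays were. The median over all genes lay between -0.0333 and -0.0036 at the 7 time points. Gene positions are those of the array design, in which chr0 holds all genes named here.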

In order to understand those CO_2_ mediated metabolic changes, we investigated the *Cyanothece* 51142 transcriptome for the effect of high CO_2_ using whole-genome DNA microarrays. An overview of the experimental design is given in Figure 2A. 

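At least one of the 7 time points showed a call for 2245 of the 5250 genes. Few genes were called soon after the step down, namely 34 at 0.5 h, 104 at 2 h and 228 at 6 h. The numbers were larger at the later time points, with 760 at 13 h, 1043 at 18 h, 606 at 30 h and 1314 at 42 h. Counting each array as its own replicate gave 2338 genes at any time point. The alternative with the largest effect was a fit with the slide as a block, which left 973 genes, and 966 of these were also among the 2245. All arrays of 2, 13, 18 and 42 h lay on a single slide each, so that the error of the slide term enters their ratios in that fit.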

In total 2086 genes, that changed by at least 1.5-fold (p-value <0.01, Table S1) could be identified. 54 of them showed differential expression only at the first three time points, 1672 genes were found to be responsive exclusively at later time points, and 360 genes were differentially expressed during the entire time course. 

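In the fit to the deposited intensities, 69 genes were called only at 0.5, 2 or 6 h, 1936 genes only at 13, 18, 30 or 42 h, and 240 genes in both windows. The number in both windows moved most with the slide as a block, to 39, and it was 409 with each array as its own replicate. Lower transcript levels in 8% CO_2_ prevailed at the earliest time points, at 24 of 34 genes at 0.5 h and 91 of 104 genes at 2 h. Later the directions were nearly balanced, with 390 genes higher and 370 lower at 13 h, 519 and 524 at 18 h, 298 and 308 at 30 h, and 696 and 618 at 42 h. Under median centring in place of loess this balance moved, and 14.5% of the genes called at 13 h and 38% of those called at 18 h were higher in 8% CO_2_, in place of 51.3% and 49.8%.

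**Figure D1:**
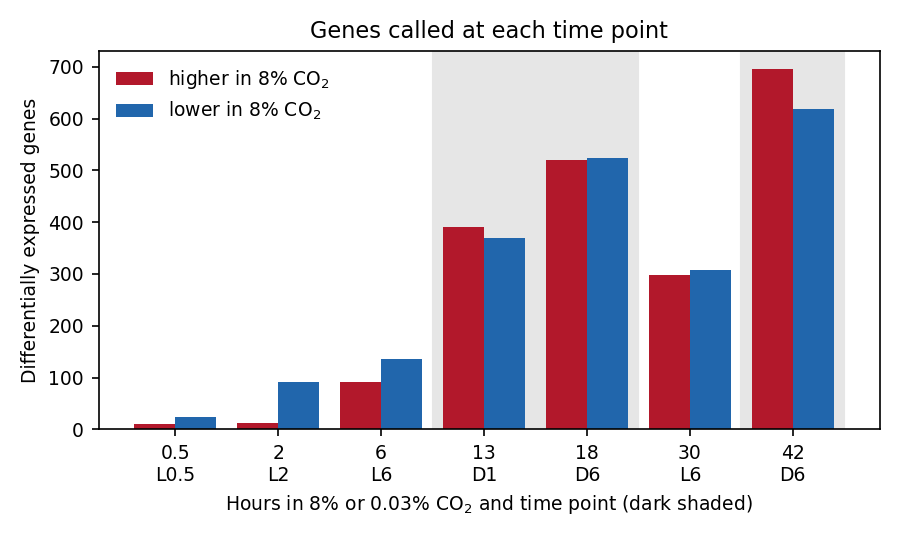
Number of genes called at each time point (hours after the step down to ambient CO_2_), with genes higher and genes lower in 8% CO_2_ drawn as bars side by side. The counts are lowest at 0.5 h, with 10 higher and 24 lower, and highest at 42 h, with 696 higher and 618 lower.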

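Of the 69 genes called only in the first window, 36 had a description as hypothetical or unknown in the array files, 5 were described as transport or binding proteins, and 28 had other descriptions. The phosphate binding protein gene ptsS1 (cce_1859, 1883282 to 1884304) had a log_2_ ratio of -1.72 ± 0.04 (SD, n = 3 arrays) at 6 h, with an adjusted p of 3.65e-08 in limma and a lower level in 8% CO_2_ on 3 of 3 arrays. Its ratios were -0.02 at 0.5 h and -0.37 at 2 h, and neither passed. The value at 6 h rests on 1 of its probe sequences, since the second probe alone, an alternative added after the data had been examined, gave 0.22. For the ferric uptake regulator gene fur2 (cce_1951, 1979508 to 1979963), the only call was at 2 h, where the ratio was -0.67 ± 0.06 (SD, n = 3 arrays; limma adjusted p 0.00102). Its probes also differed, the second giving 0.03 at 2 h. With median centring, with the Feature Extraction processed signals or with the slide as a block, fur2 was not called at 2 h.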

The majority of early responsive genes are either associated with transport functions, which include the phosphate binding protein *ptsS1* (*cce_1859*), as well as the ferric uptake regulator *fur2* (*cce_1951*), or belong to genes of unknown functions (Table S1). 

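Genes were assigned a direction by the sum of their log_2_ ratios over those of the time points L6 and D6 of both days (6, 18, 30 and 42 h) at which they were called. In this way 998 genes had higher and 1003 genes had lower transcript levels in 8% CO_2_. The k-means groups of the paper were not recomputed. With the slide as a block, the counts were 468 higher and 499 lower. Leaving out each replicate in turn gave 1011 to 1033 genes with higher and 996 to 1034 genes with lower levels.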

A further classification revealed 875 genes that are up-regulated and 851 genes that are down-regulated under high CO_2_ (Figure 2B, Figure S1, Table S2). 

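By the functional categories of Table S2, 956 of its genes are of unknown or hypothetical function. Among those, 361 were called with higher and 526 with lower transcript levels in 8% CO_2_, and 69 were not called, so 40.7% of the called genes were higher. For the 130 genes in the group of other categories, 64 were called higher and 60 lower. The categories come from the authors' table and hold genes selected on these arrays. No enrichment test was run on them. A gene counts as higher or lower by the sum of its called log_2_ ratios at 6, 18, 30 and 42 h, here and in the gene lists named elsewhere.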

The functional category breakdown showed that the majority of genes with higher transcript levels in 8% CO_2_-enriched air are associated with assigned functional categories (Figure 2B). Among them are especially genes related to the central intermediary metabolism, energy and fatty acid metabolism, purine and pyrimidine metabolism as well as ribosome biogenesis and translation. In contrast, the majority of genes involved in regulatory cell functions, DNA metabolism and transport show lower expression levels in 8% CO_2_. 

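Central intermediary metabolism had 25 genes called higher and 2 called lower out of 28 in Table S2, with a median mean log_2_ ratio over 6, 18, 30 and 42 h of 0.79. Energy metabolism had 34 higher and 13 lower of 48 genes (median 0.38), and fatty acid, phospholipid and sterol metabolism 18 higher and 7 lower of 27 (median 0.42). In the category of purines, pyrimidines, nucleosides and nucleotides, 16 of 22 genes were called higher and 6 lower (median 0.34). The translation category held 107 genes. In 81 of them the transcript level was higher, in 20 it was lower, and 6 were not called (median 0.48).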

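Regulatory functions had 14 genes called higher and 28 called lower in 8% CO_2_ out of 46 in Table S2, with a median mean log_2_ ratio of -0.29. For DNA replication, restriction, modification, recombination and repair, 7 of 10 genes were called lower and 3 higher (median -0.22). Transport and binding proteins had 39 genes called lower and 27 called higher out of 68, with a median of -0.14.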

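Genes were also grouped by the gene descriptions in the array files, independently of Table S2, into 17 photosystem I, 32 photosystem II, 13 phycobilisome, 23 NADH dehydrogenase and 10 terminal oxidase genes. At the time points L6 and D6, 7 photosystem I genes were called higher in 8% CO_2_, 7 were called lower and 3 were not called. For photosystem II the numbers were 11 higher, 9 lower and 12 not called, and for the phycobilisome 7 higher, 3 lower and 3 not called. The median over genes of the mean log_2_ ratio at 6, 18, 30 and 42 h was -0.38 for photosystem I, 0.02 for photosystem II and 0.10 for the phycobilisome. Tested as sets with limma's camera at a preset correlation of 0.01 and adjusted over the 13 sets examined, none of these passed 0.05 (adjusted p 0.273, 0.697 and 0.403). The mean over the photosystem II genes was -0.10, so that median and mean differed in sign, and under median centring the medians of photosystem II and the phycobilisome were both -0.13. The array medians were below 0 on 9 of the 12 arrays for photosystem I, on 9 for photosystem II and on 6 for the phycobilisome. In the light they were below 0 on 6 of 6 arrays for each of these sets. Of the 6 dark arrays, 3 were above 0 for photosystem I, 3 for photosystem II and 6 for the phycobilisome. In Table S2 itself, 11 of 15 photosystem I genes, 12 of 20 photosystem II genes and 7 of 13 phycobilisome genes are in the paper's down-regulated groups.

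For the 10 terminal oxidase genes the median was 0.40 (adjusted p 0.00136), with a positive array median on 12 of 12 arrays of L6 and D6, 6 genes called higher and none lower. The 23 NADH dehydrogenase genes had a median of 0.24 (adjusted p 0.289), with 9 called higher and 6 lower. In the dark, 6 were called higher and 0 lower at 18 h, and 8 and 1 at 42 h. In the light the numbers were 0 and 4 at 6 h and 1 and 4 at 30 h. This set holds every gene so described and was not divided by function. Across the 13 sets, limma's fry test placed the same sets below and above 0.05 as camera did. Adjusted over the list alone, 15 photosystem I, 20 photosystem II, 10 phycobilisome, 15 NADH dehydrogenase and 6 terminal oxidase genes were called at L6 or D6, against 14, 20, 10, 15 and 6 when adjusted over all genes.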

Notably, almost all genes associated with photosynthesis exhibit reduced transcript levels whereas genes related to respiration are up-regulated in 8% CO_2_ conditions (Table S2). This strict separation of distinct cellular processes indicates modified metabolic requirements under conditions of high CO_2_ that affect both phases of the diurnal cycle.

**Figure 1:**
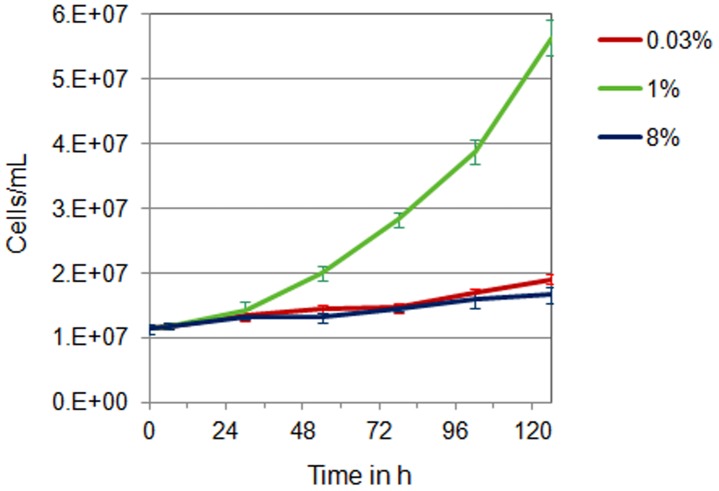
*Cyanothece* 51142 cultures grown under 0.03%, 1%, and 8% CO_2_-enriched air. Growth was determined based on the increase in cell number over time and measured at time point L6 (6 h into the light cycle) over a period of 6 days. Each data point represents the average count value from three biological replicates. Error bars indicate S.D. values from the average.

**Figure 2:**
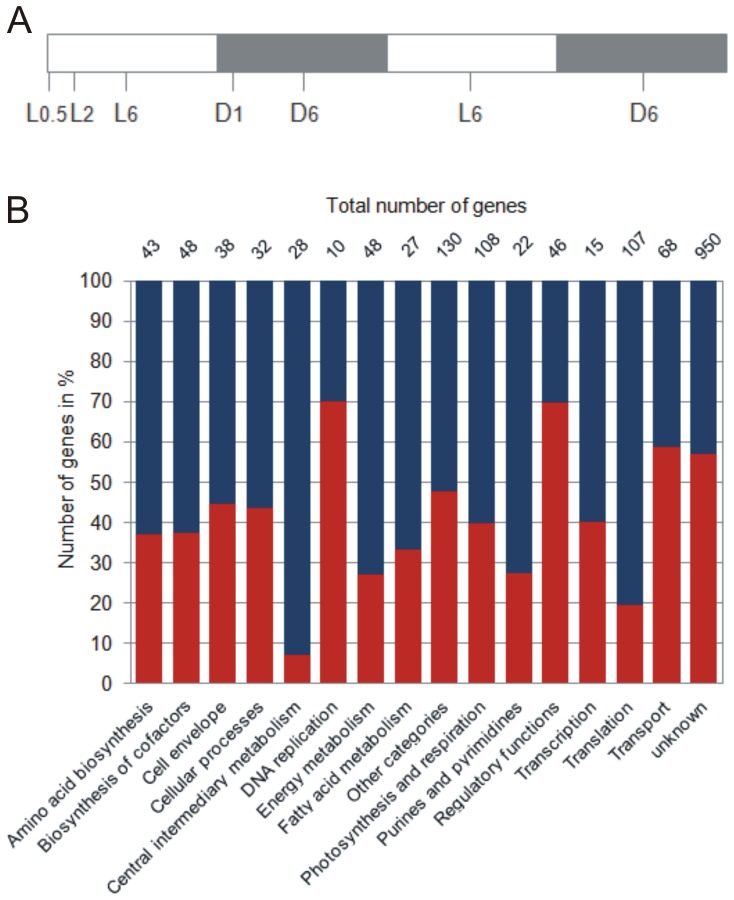
Experimental overview and functional category breakdown of differentially expressed genes with higher and lower transcript levels in 8% CO_2_ conditions. (A) Sample collection of nitrogen fixing *Cyanothece* 51142 cultures after step down from 8% CO_2_-enriched to ambient CO_2_ conditions. Time points were collected at L0.5, L2, L6, D1, D6, L6, and D6 for 30 min, 2 h, 6 h, 13 h, 18 h, 30 h and 42 h after the transition to ambient CO_2_ during the light (L) or dark (D) period. (B) The log_2_ ratios of individual genes were compared to the log_2_ ratios obtained from a previous study under alternating 12 hours light/dark [13] to correlate their response to CO_2_ with the phase of their active transcription. The percentage of up-regulated (blue) and down-regulated (red) genes under high CO_2_ was calculated based on the total number of differentially expressed genes in each functional category.

### CO_2_ alters the ultrastructure of the cells

A detailed examination of cells grown in high CO_2_ by transmission electron microscopy showed a dramatic change in size and number of glycogen granules (Figure 3). In cells grown under ambient conditions, glycogen granules are ∼150 nm in length and accumulate between thylakoid membranes [22]; however, under high CO_2_ conditions, glycogen granules can be larger than 500 nm, and fill much of the central cytoplasmic region of the cells. This accumulation of glycogen granules results in a crowded environment for thylakoid membranes and other cellular components such as carboxysomes. In our examination of over 50 cells grown under high CO_2_ conditions, we were not able to unequivocally identify any carboxysomes in the cells, suggesting that carboxysomes are rarely formed under these conditions.

**Figure 3:**
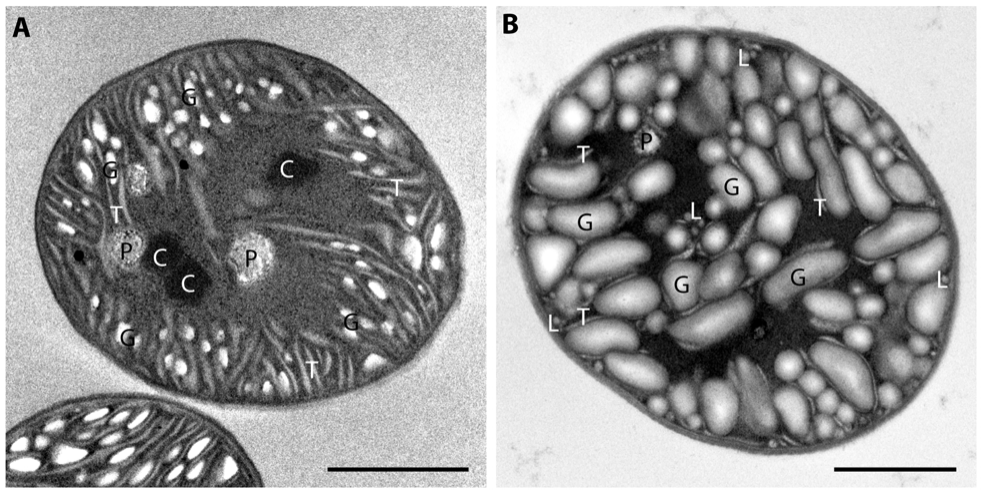
Electron micrographs of Cyanothece 51142. The cells were grown in ambient (A) and 8% CO_2_ (B) under 12 h light/dark conditions and harvested at L10. Labeled are carboxysomes (C), polyphosphate bodies (P), glycogen granules (G), lipid bodies (L), and thylakoid membranes (T). Bar = 1 µm.

### Elevated CO_2_ results in production of carbon-rich cellular components

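The array files describe 6 genes of glycogen synthesis. Among these, glgC1 (cce_0987), for glucose-1-phosphate adenylyltransferase, and the glycogen synthase gene glgA1 (cce_3396) were called with higher transcript levels in 8% CO_2_. In both cases the change lay in the dark, with log_2_ ratios for glgC1 of 0.83 at 18 h and 1.34 at 42 h and for glgA1 of 1.23 ± 0.18 (SD, n = 3 arrays) at 42 h. At 13 h, 1 h into the dark period, both were lower, at -1.81 for glgC1 and -0.86 for glgA1. The genes glgA2 (cce_0890), glgB1 (cce_2248), glgB2 (cce_4595) and glgC2 (cce_2658) were not called at any of the time points 6, 13, 18, 30 and 42 h, and their mean log_2_ ratios over 6, 18, 30 and 42 h lay between -0.26 and 0.12. The group was formed from the descriptions after the data had been examined.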

Genes involved in the synthesis of glycogen are up-regulated under 8% CO_2_-enriched air, which is consistent with an increase in the glycogen content per cell in *Cyanothece* 51142 cultures grown with 8% CO_2_-enriched air (Table S2, Figures 3 and 4). The accumulation of glycogen, as well as the production of extracellular polysaccharides (EPS) under carbon-rich conditions, is well documented [23], [24]. Different studies on the structure of cyanobacterial EPS indicate the presence of acidic hexoses, neutral hexoses, pentoses and desoxyhexoses in varying combination and ratios [23]. Many genes involved in the synthesis of potential EPS precursors, such as glucose, mannose, fucose, fructose, rhamnose and glucuronic acid are up-regulated at the transcript level under high CO_2_ conditions (Table S2, Figure 5). 

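For 16 genes, the array descriptions name mannose, fucose, rhamnose, glucuronic acid, UDP-glucose, UDP-galactose or a GDP-bound sugar. Of these, 6 were called with higher transcript levels in 8% CO_2_ at L6 or D6, 2 were called lower and 8 were not called, and the median of their mean log_2_ ratios was 0.16. The largest mean was that of manC (cce_2253), at 0.85, with 0.81 at 18 h, 0.67 at 30 h and 1.71 at 42 h. At 42 h, gmd (cce_3233) had a ratio of 0.89 and ugd (cce_3423) a ratio of 0.85. The other genes called higher were cce_4615, at 1.07 at 42 h, cce_0336, at 0.74 at 18 h and 1.01 at 42 h, and cce_0152, at 0.64 at 18 h. The lowest mean, -0.34, belonged to cce_0044, whose ratio was 0.87 at 13 h and -0.99 at 18 h. Both the group and the genes named here were picked after the data had been examined.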

Although both polymers gather large quantities of the cellular available carbon, their metabolic fate differs significantly because the synthesis of glycogen contributes to the overall storage whereas the production of EPS results in the overall loss of cellular carbon. A potential role for EPS in releasing excess cellular carbon would, in combination with a previously suggested role in protecting the nitrogenase enzyme from exogenous oxygen [25], provide a mechanism to adjust the cellular C/N ratio in favor of nitrogen.

**Figure 4:**
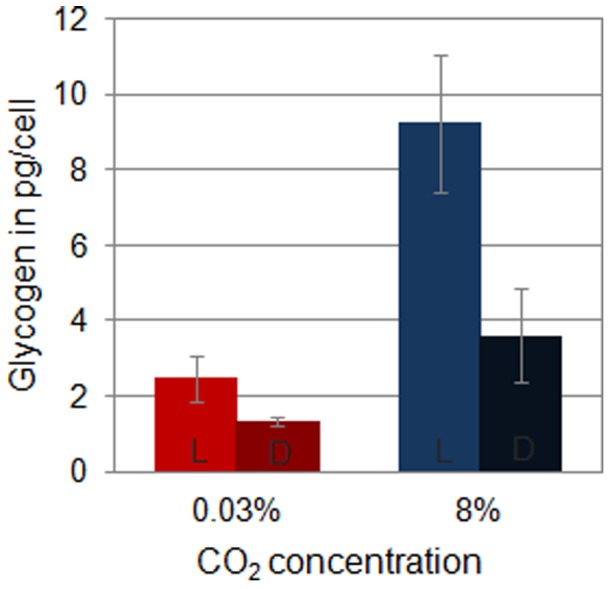
Glycogen content of *Cyanothece* 51142 cells grown under ambient and 8% CO_2_. The glycogen content per cell was determined at time point L6 (6 h into the light cycle) and time point D6 (6 h into the dark cycle). Each column represents the average value from three biological replicates. Error bars indicate S.D. values from the average.

**Figure 5:**
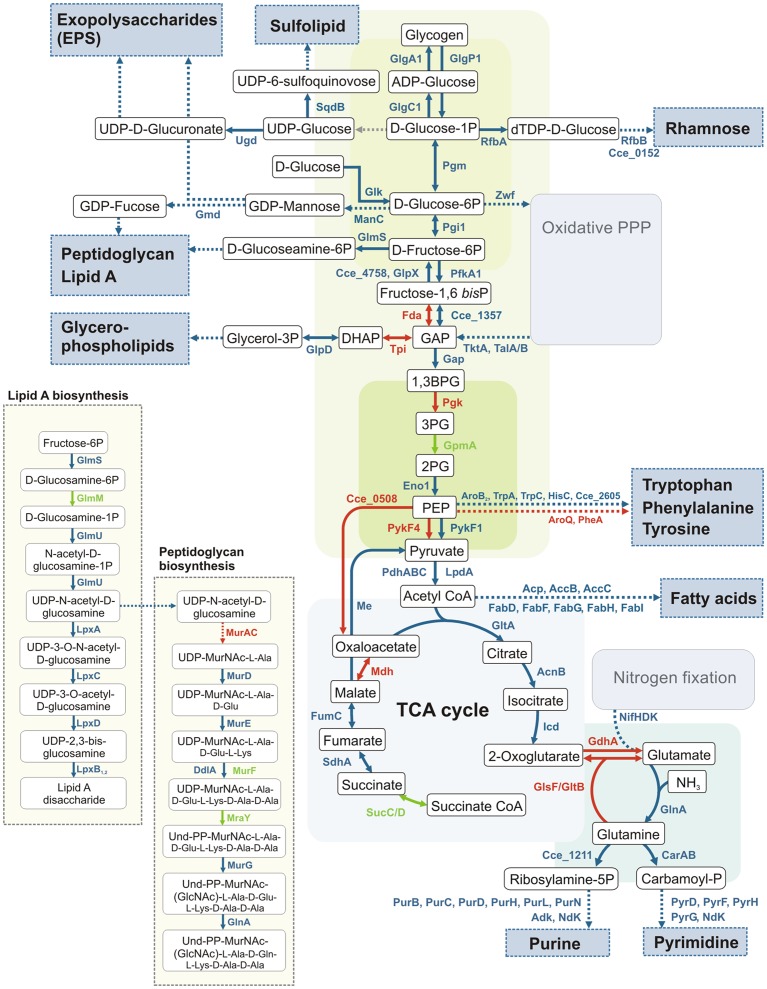
Schematic overview of carbon metabolism related processes in *Cyanothece* 51142. Enzymatic steps involving genes with maximal transcript abundances under 8% CO_2_ are shown in *blue* while down-regulated genes are represented by *red* arrows. *Green* colored arrows show genes that are not differentially expressed. Dashed lines represent more than one associated enzymatic reaction. The corresponding gene expression data are summarized in Table S2.

In addition, the sugar monosaccharides fucose and mannose are required for the production of peptidoglycan and lipopolysaccharides [26]. Both polymers are critical structural components of the cyanobacterial cell wall and are necessary for bacterial growth [27]. 

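Table S2 lists 28 genes in its categories of murein sacculus and peptidoglycan and of surface polysaccharides, lipopolysaccharides and antigens. At L6 or D6, 17 of them were called with higher transcript levels in 8% CO_2_, 10 with lower levels, and 1 was not called. Their mean log_2_ ratios over the 4 time points ranged from -1.88 to 0.57, with a median of 0.15 and a mean of -0.03, so that median and mean differed in sign. The camera test of the set gave an adjusted p of 0.289. By time point, the array medians were -0.12 ± 0.02 at 6 h, -0.11 ± 0.04 at 18 h, 0.27 ± 0.03 at 30 h and 0.35 ± 0.02 at 42 h (SD, n = 3 arrays each). The list was selected by the study on these arrays and is no independent evidence. With the adjustment over the list alone, 27 genes were called at L6 or D6, as over all genes.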

Notable is the coordinated up-regulation of genes involved in these pathways (Figure 5), which suggests an elevated cell wall synthesis.

*Cyanothece* 51142 belongs to the group of rod shaped bacteria that after cell division enter into a phase of peptidoglycan synthesis that supports lateral cell wall expansion. The bacterial actin homolog MreB (*cce_2000*), which plays a central role in this process, reveals higher transcript levels under high CO_2_ conditions and thus fosters the idea of an enhanced lateral cell growth. In addition, the transcripts of the bacterial tubulin FtsZ (*cce_1314*), which orchestrates peptidoglycan synthesis at the mid-cell to initiate cell division, are also more highly abundant under 8% CO_2_-enriched conditions. Both MreB and FtsZ require several proteins to facilitate the process of peptidoglycan synthesis. Among them are the rod shape-determining protein RodA (*cce_0922*), the transpeptidases PBP2 (*cce_3458*) and PBP3 (*cce_3444*), the glycosyltransferases PBP1A (*cce_2453*) and PBP1B (*cce_4147*), with PBP1A to be appointed to the sidewall and PBP1B to the divisome [28]. 

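The gene mreB (cce_2000) lies at 2030188 to 2031231 on the minus strand. Its log_2_ ratio was 0.91 ± 0.24 at 13 h, 0.73 ± 0.13 at 30 h and 0.93 ± 0.11 at 42 h (SD, n = 3 arrays each), with limma adjusted p values of 7.22e-05, 0.000966 and 4.93e-05. No change was detected at 6 h (-0.03) or 18 h (0.15). Over 6, 18, 30 and 42 h the mean was 0.45 with a standard error of 0.06.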

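For ftsZ (cce_1314, 1312605 to 1313864), the log_2_ ratio reached 0.77 ± 0.22 (SD, n = 3 arrays) at 42 h, the only time point with a call for a higher level (limma adjusted p 0.000211). It was -0.83 ± 0.10 at 13 h, a call for a lower level (adjusted p 0.000161). At 18 h the ratio was 0.43 and at 30 h -0.28, both short of 1.5-fold.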

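The genes for PBP2 (cce_3458), PBP3 (cce_3444), PBP1A (cce_2453) and PBP1B (cce_4147) were each called with a higher transcript level in 8% CO_2_ at 1 of the 4 time points L6 and D6. The call fell at 42 h for PBP2 (0.68 ± 0.16, SD, n = 3 arrays) and PBP1A (0.79 ± 0.05), and at 30 h for PBP3 (1.06 ± 0.09) and PBP1B (0.79 ± 0.12). Earlier, at 2 h, the ratio of PBP2 was -0.72 ± 0.12, a call for a lower level. At 6 h the ratios were -0.54 for PBP2, -0.28 for PBP3, -0.02 for PBP1A and -0.52 for PBP1B, and none was called. Their means over the 4 time points lay between 0.19 and 0.32. The rodA gene (cce_0922) was not called at any of the 7 time points, and its mean was 0.07 (standard error 0.06, limma adjusted p 0.465).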

With the exception of RodA, all proteins show higher abundances at the transcriptional level under high CO_2_ conditions (Table S2).

### High CO_2_ leads to an increase in cell size

Growth experiments of *Cyanothece* 51142 revealed a significant increase in cell size under 8% CO_2_-enriched air (Figure 6, Figure S3). This is in agreement with the impact of high CO_2_ on transcript levels of genes involved in peptidoglycan and lipopolysaccharides biosynthesis as well as translation (Table S2). A total of 86 genes, mostly encoding for ribosomal proteins, are up-regulated at the transcriptional level. This concerted response is significant because ribosomal protein translation is one of the key events for cell growth and biomass production. 

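The array files describe 53 genes of 30S or 50S ribosomal proteins. At L6 or D6, 42 were called with higher transcript levels in 8% CO_2_, 3 with lower levels, and 8 were not called. The median of their mean log_2_ ratios was 0.83, with a range from -0.19 to 1.49 (camera adjusted p 1.25e-14), and the array median was above 0 on 12 of 12 arrays of L6 and D6. By time point the array medians were 0.34 ± 0.31 at 6 h, 1.13 ± 0.06 at 18 h, 0.83 ± 0.12 at 30 h and 0.73 ± 0.25 at 42 h (SD, n = 3 arrays). At 13 h the value was -0.34 ± 0.14, and 7 of the genes were called lower there. Adjusted over the list alone, 46 of the 53 genes were called at L6 or D6, against 45 when adjusted over all genes.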

Earlier studies in *Synechocystis* 6803 and higher plants pointed to a correlation between transcript abundance of ribosomal genes and cell growth [11], [29], [30]. In addition, different genes known to be engaged in translation such as *gatABC* (*cce_1710*; *cce_1674*; *cce_0284*), the translation initiation factor *infA* (*cce_4035*) and the elongation factors *efp* (*cce_2122*), *tsf* (*cce_0704*), *fus1* (*cce_4089*), *fus2* (*cce_2051*) and *tufA* (*cce_4088*) are also more highly abundant under high CO_2_ conditions.

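Called at 18, 30 and 42 h with higher transcript levels in 8% CO_2_ were tufA (cce_4088) and tsf (cce_0704). Their means over 6, 18, 30 and 42 h were 0.69 and 0.65 (standard errors 0.08 and 0.06), with limma adjusted p values of 6.06e-06 and 3.63e-06. At 13 h, tsf was called lower (-0.60). Without replicate 3, the mean of tsf was 0.58 and no longer exceeded 1.5-fold. The genes gatA (cce_1710) and efp (cce_2122) were called higher at 18 and 42 h, at 0.79 and 0.63 for gatA and 0.77 and 0.70 for efp, and lower at 13 h, at -0.80 and -0.71. The gene gatC (cce_0284) was called at 30 h (0.69 ± 0.18, SD, n = 3 arrays), and infA (cce_4035) at 18 h (0.68 ± 0.05). For gatB (cce_1674) the only call was at 13 h (0.85 ± 0.41), and its ratios of 0.68 at 18 h and 0.58 at 30 h did not pass. The 2 genes for EF-G had probes that disagreed. For fus1 (cce_4089), called at 18 h (0.95 ± 0.01), the probe means over the 4 time points were 0.07 and 0.81. For fus2 (cce_2051), called at 18 h (0.69) and 30 h (0.74), they were 0.68 and -0.47.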

**Figure 6:**
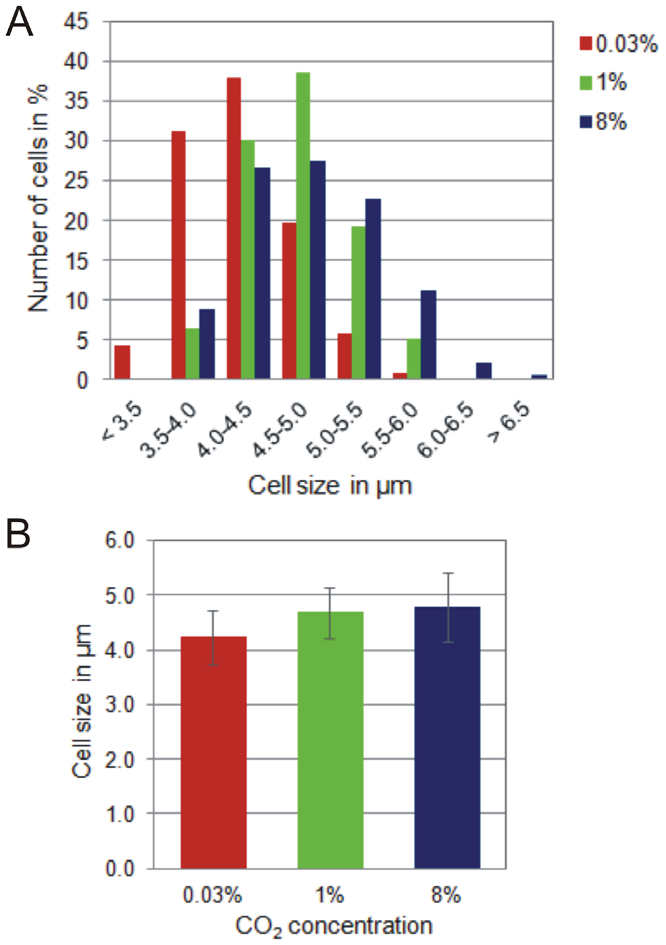
Cell size and cell size distribution of *Cyanothece* 51142. *Cyanothece* 51142 cells grown under 0.03%, 1% and 8% CO_2_-enriched air were assayed for changes in (A) cell size and (B) cell size distribution. Each column in (A) represents the average value from measurements of more than 800 cells from three biological replicates. Error bars indicate S.D. values from the average. The cell size distribution of more than 800 cells for each growth condition in (B) is shown in percent and based on the total number of cells within each cell size range.

This study suggests that high CO_2_ conditions control not only metabolic but also cell cycle processes. Alterations in cyanobacterial biomass production and growth that occur in response to environmental changes have typically been reported as changes in cell number and/or fresh and dry weight. Other aspects of the cell cycle process such as cell size have been largely disregarded. However, the involvement of CO_2_ as a potential key player in regulating cell size and morphology became evident in previous studies of *Trichodesmium* IMS101, which revealed an increase in trichome length under elevated CO_2_ conditions [9]. Similar results have been obtained using fructose as exogenous carbon sources in *Anabaena variabilis* [31] and suggest a direct link between carbon metabolism and cell growth. Despite the pivotal role of carbon as a macronutrient and an essential building block for virtually all cellular components, an increasing number of studies put forward a potential function of CO_2_ and CO_2_-derived carbon metabolites as signaling molecules that control fundamental processes in cell growth. In fact, *Cyanothece* 51142 growth under 1% CO_2_-enriched air considerably enhances cell size while cells divide at faster rates (Figures 1 and 6) and thus likely excludes a possible stress response which has previously been related to the occurrence of larger cells in cyanobacterial populations [32]. This observation highlights the crucial role of CO_2_ for cell growth and proliferation by altering both cell size and doubling time. The ability to adjust cell size under carbon-rich conditions suggests a link between cell growth and cellular carbon levels beyond the evolutionary concept to reproduce at faster rates in nutrient-rich environments.

The metabolic branch points and regulatory factors that coordinate carbon metabolism with cell size control still remain unknown in cyanobacteria. However, the fact that the majority of genes related to cell wall synthesis and cell division are up-regulated under high CO_2_ conditions suggests either an increase in the activity of cell wall synthesizing enzymes and/or the presence of molecular factors that regulate cell division depending upon carbon availability.

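Among 11 genes that the array files describe as cell division or septum proteins, 5 were called with higher transcript levels in 8% CO_2_ at L6 or D6, 2 were called lower and 4 were not called. The 5 called higher were ftsZ, minE, minD, minC and ftsW, and the 2 called lower were ftsH1 and ftsH4. Whether every gene so described takes part in cell division was not tested. The mean log_2_ ratios over 6, 18, 30 and 42 h lay between -0.32 (ftsH3, cce_2043) and 0.37 (minE, cce_2473). At 42 h, minD (cce_2475) had a ratio of 0.73 and minC (cce_2476) a ratio of 0.60, whereas ftsH1 (cce_1270) was at -0.72 and ftsH4 (cce_1953) at -0.61. These genes were grouped, and the examples named, after their values had been seen. In the cell envelope category of Table S2, 20 of 38 genes were called higher and 15 lower.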

### CO_2_ regulates the activity of different central metabolic processes

The apparent increase in the C/N ratio under conditions of high CO_2_ necessitates cellular adjustments to cope with the modified nutritional requirements while maintaining the overall metabolic rhythms during the diurnal cycle. Thus, high levels of CO_2_ reduce the photosynthetic activity and lead to a marked down-regulation of transcripts related to photosynthesis once the carbon reservoir is replenished (Figures 7A and B, Table S2). Such feedback regulations of photosynthesis through products of primary metabolism have also been described for higher plants [33] and could either be the result of an overall reduction in photosynthetic activity or the consequence of a shortened phase of activity.

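For the photosystem I genes, the array median of the log_2_ ratio was 0.25 ± 0.12 at 0.5 h and 0.25 ± 0.06 at 2 h and fell to -0.33 ± 0.26 at 6 h and -0.82 ± 0.47 at 13 h (SD, n = 3 arrays each). It was -0.48 ± 0.06 at 18 h, -0.84 ± 0.10 at 30 h and 0.34 ± 0.09 at 42 h. Thus 7 genes were called lower at 30 h and 6 higher at 42 h. Without replicate 3, the test over 6, 18, 30 and 42 h passed, with a set median of -0.32 and an adjusted p of 0.0318. The arrays left in that fit may come from 1 culture. The photosystem II genes changed less, with array medians of -0.56 ± 0.38 at 13 h, -0.36 ± 0.15 at 18 h and 0.22 ± 0.18 at 42 h. At 13 h, 14 of them were called lower and 1 higher. In this set psbA4 (cce_3477), named after its values had been seen, had -2.87 at 18 h and -4.44 at 42 h. The phycobilisome genes had array medians of -0.47 ± 0.12 at 6 h, -1.95 ± 0.63 at 13 h and -0.78 ± 0.26 at 30 h, and of 0.20 ± 0.17 at 18 h and 1.60 ± 0.05 at 42 h. Of these 13 genes, 12 were called lower at 13 h and 10 were called higher at 42 h.

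The paper states that high CO_2_ both reduces photosynthetic activity and lowers transcripts of photosynthesis once the carbon reservoir is replenished. It proposes an overall reduction in activity or a shortened phase of activity as possible reasons.

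**Figure D2:**
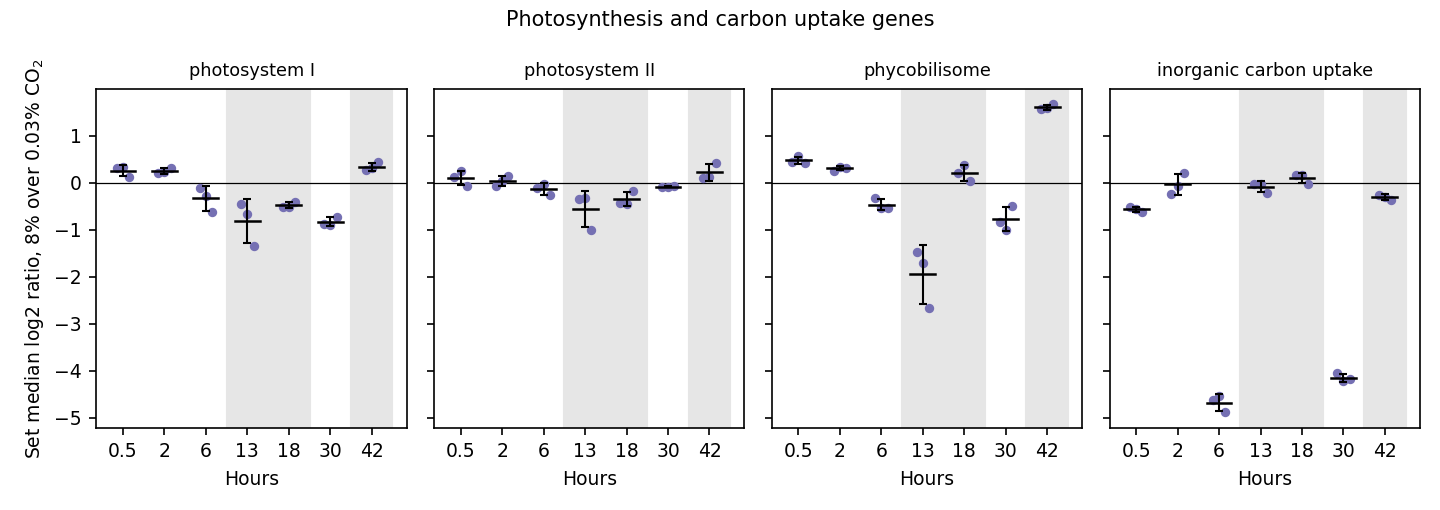
Median log_2_ ratio (8% over 0.03% CO_2_) of the genes of photosystem I, photosystem II, the phycobilisome and inorganic carbon uptake against hours after the step down, with a point for each array and a line through the mean of the 3 arrays. The phycobilisome lies at -1.95 at 13 h and at 1.60 at 42 h, and inorganic carbon uptake lies below -4 at 6 and 30 h.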

**Figure 7:**
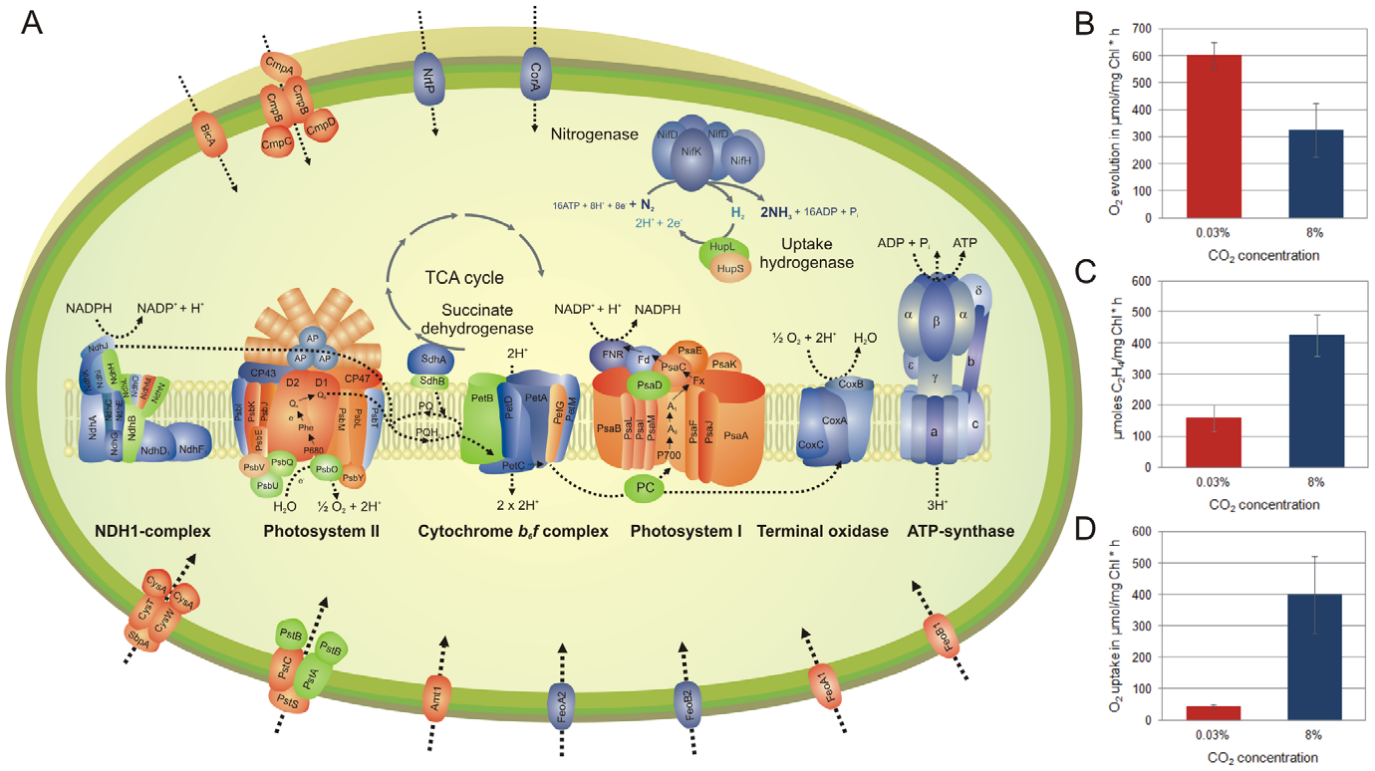
Overview of differentially expressed genes encoding for structural subunits involved in photosynthesis, respiration, nitrogen fixation and transport, and measurements of corresponding metabolic activities. (A) Protein subunits encoded by genes with higher expression levels under 8% CO_2_-enriched conditions are shown in *blue* color. *Red* color indicates proteins encoded by genes that are down-regulated under high CO_2_. *Green* colored protein subunits represent genes that are not differentially expressed. Respiratory and photosynthetic electron transport chains are illustrated according to [42], and the composition of the NDH1 complex according to [43]. The corresponding gene expression data are summarized in Table S2. (B) The capacity of oxygen evolution at time point L6, (C) nitrogenase activity assayed as acetylene reduction at night and (D) respiration at time point D6. The graphs contain averaged values obtained from three biological replicates. Error bars represent the S.D. from the average.

However, notable is not only the concerted down-regulation of genes involved in photosynthesis, but also the lower levels of transcripts associated with CO_2_ and bicarbonate uptake (Figure 7A, Table S2).

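The bicarbonate uptake genes cmpA, cmpB, cmpC, cmpD, sbtA and bicA were all called with lower transcript levels in 8% CO_2_, and 5 of the 6 were called at 6 h and all 6 at 30 h. Their median mean log_2_ ratio over 6, 18, 30 and 42 h was -2.35 (camera adjusted p 1.96e-05), from array medians of -4.68 ± 0.18 at 6 h and -4.15 ± 0.09 at 30 h against 0.10 ± 0.11 at 18 h and -0.31 ± 0.06 at 42 h (SD, n = 3 arrays each). The set was taken from Table S2, so it was chosen by the study on these arrays, and its count of 6 genes, also 6 when adjusted over the list alone, is no independent evidence. At 6 h, the 8% CO_2_ channel of cmpC (cce_0303) and cmpB (cce_0304) was not well above background on any array. A bound was therefore computed as the mean of the bright channel over the lowest signal well above background in the dim channel, after loess and between-array normalization per channel. By it, cmpC was at least 18.9-fold and cmpB at least 19.6-fold lower in 8% CO_2_ at 6 h. For 3 of the 6 genes both channels were not well above background at 18 h, so their ratios near 0 in the dark do not measure a level. The ratio of bicA (cce_3483) was -0.12 at 6 h, -0.76 at 30 h and -0.93 at 42 h.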

In addition, genes encoding for proteins involved in phycobilisome degradation, like NblA1/2 (*cce_0099*, *cce_0100*) and the ATP-dependent Clp proteases ClpC1 (*cce_4247*) and ClpP3/4 (*cce_1910*, *cce_1911*) [34] are up-regulated under 8% CO_2_ (Table S2). 

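Both nblA1 (cce_0099, 91529 to 91717) and nblA2 (cce_0100, 91762 to 91926) were called with higher transcript levels in 8% CO_2_ at 13, 18 and 30 h. The log_2_ ratios of nblA1 were 1.36 ± 0.40, 0.82 ± 0.37 and 1.04 ± 0.12 (SD, n = 3 arrays each), with limma adjusted p values of 0.000493, 0.00655 and 0.00427, and those of nblA2 were 1.49, 0.93 and 0.95. At 6 h no change was detected for either gene, and at 42 h their ratios were 0.22 and 0.33, not called. The clpC1 gene (cce_4247) was called at 30 h alone (0.80 ± 0.07). Its mean over 6, 18, 30 and 42 h was 0.14, which turned to -0.04 under median centring. For the proteolytic subunits, the array files give cce_1910 as clpP4 and cce_1911 as clpP3. The former was called at 13 h (1.14) and 42 h (0.89), the latter at 13 h (0.66) and 30 h (0.68), all with higher levels in 8% CO_2_.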

The degradation of phycobiliproteins couples the regulation of photosynthetic activity to the acquisition of nutrients by reducing the photosynthetic antenna size and, as a result, increasing the cellular nitrogen pool while diminishing further carbon input. Thus, under diazotrophic conditions, readily available CO_2_ mandates the reallocation of nitrogen from other cellular sources to adjust the high cellular C/N ratio during the light period. Although the degradation of phycobilisomes is a well-studied phenomenon in cyanobacteria under nitrogen limitation, exploiting this capacity to balance changes in nutritional requirements by adjusting metabolic activities provides an elegant strategy to regulate diurnal fluctuations in the cellular carbon and nitrogen pools.

In contrast, genes involved in nitrogen fixation are significantly up-regulated (Figure 7A, Table S2) and result in higher nitrogenase activities under CO_2_-rich conditions at night (Figure 4C). 

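The array files describe 24 genes of nitrogen fixation. At L6 or D6, 19 were called with higher transcript levels in 8% CO_2_, 2 were called lower and 3 were not called. The median of their mean log_2_ ratios over 6, 18, 30 and 42 h was 1.25 (camera adjusted p 1.15e-07). The higher array medians lay at D6, with values of 2.41 ± 0.30 at 18 h and 2.55 ± 0.27 at 42 h. They were -0.09 ± 0.11 at 6 h and -0.08 ± 0.44 at 30 h (SD, n = 3 arrays each). At 13 h, 1 h into the dark period, the array median was 0.13 ± 0.02. The difference between D6 (18 and 42 h) and L6 (6 and 30 h) was itself tested, with a median of 2.55 and a camera adjusted p of 5.93e-11. At 18 h, nifK (cce_0561) had a ratio of 3.63 and nifD (cce_0560) a ratio of 3.45. The 2 genes counted as lower, cce_1048 and cce_2427, are described as hypothetical proteins with a Mo-dependent nitrogenase domain. For cce_1048 a channel was not well above background on any array at these time points, so bounds of its fold change are given. It was at least 2.9-fold lower in 8% CO_2_ at 6 h and 2.55-fold at 30 h, and at least 1.15-fold higher at 18 h and 1.18-fold at 42 h. These 4 genes were picked after their values had been seen. Adjusted over the list alone, 22 genes were called at L6 or D6, against 21 over all genes.

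The paper states that the up-regulation of these genes results in higher nitrogenase activities under CO_2_-rich conditions at night.

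**Figure D3:**
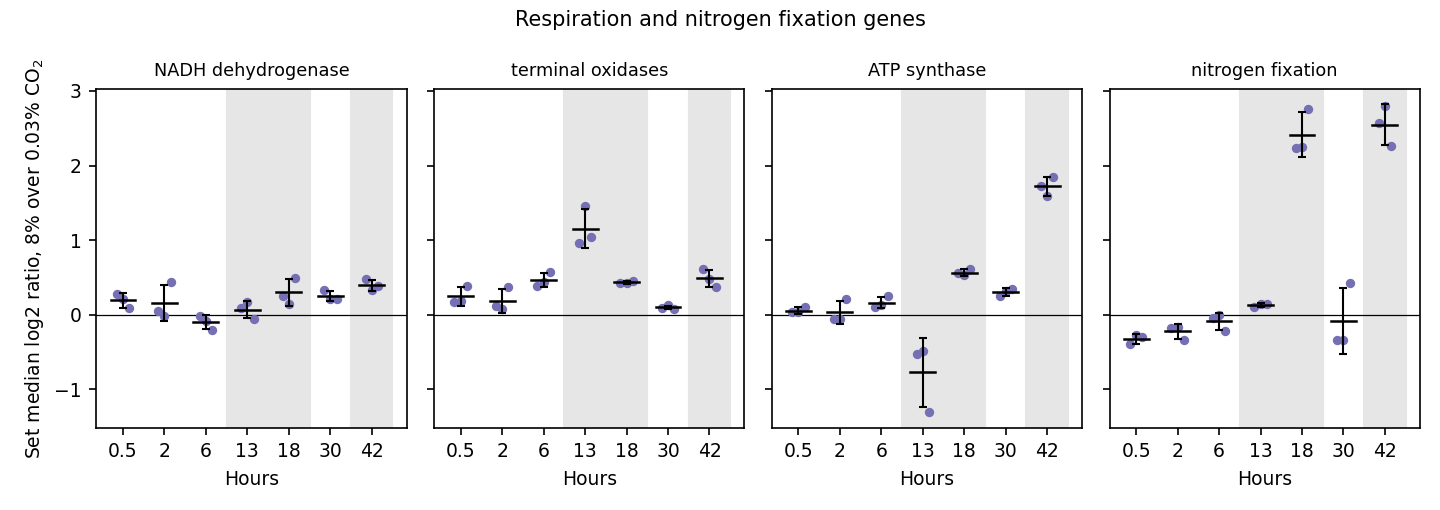
Median log_2_ ratio (8% over 0.03% CO_2_) of the genes of nitrogen fixation, terminal oxidases, NADH dehydrogenase and ATP synthase against hours after the step down, with a point for each array and a line through the mean of the 3 arrays. Nitrogen fixation stands at 2.41 at 18 h and 2.55 at 42 h, at 0.13 at 13 h and near 0 at 6 and 30 h.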

Higher rates of nitrogen fixation illustrate not only an increased demand for nitrogen but also an intracellular environment suitable for high nitrogenase activities. Potential sinks for newly fixed N_2_ are different amino acids that serve as precursors for a variety of nitrogen containing metabolites. The pyruvate kinase PykF1 (*cce_3420*), one of the key enzymes in regulating carbon flow towards amino acid biosynthesis, shows higher expression levels in 8% CO_2_-enriched air. 

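The pykF1 gene (cce_3420) lies at 3518320 to 3520098. It was called in the dark only, with log_2_ ratios of 1.13 ± 0.09 at 18 h and 0.67 ± 0.13 at 42 h (SD, n = 3 arrays; limma adjusted p 1.44e-05 and 0.000578). In the light its ratio was -0.12 at 6 h and -0.46 at 30 h, neither of them called.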

Higher intracellular concentrations of phenylalanine and tyrosine, as well as higher expression levels of genes involved in their synthesis, have been observed in *Cyanothece* 51142 grown with 8% CO_2_-enriched air (Figure 8A and B). In contrast, although contributing highest to the cellular amino acid pool, the amount of glutamate under ambient conditions significantly exceeds the level found in cells grown with high CO_2_ (Figure 8C). 

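Among 11 genes that the array files describe as belonging to the shikimate pathway or to phenylalanine and tyrosine synthesis, 1 was called with a higher transcript level in 8% CO_2_ at L6 or D6, 2 were called lower and 8 were not called. The higher one was aroB2 (cce_4455), at 0.78 at 6 h. Both of its channels were not well above background at 18 and 42 h, so its ratios there do not measure a level. At D6, the time point of the amino acid measurements, no gene of the group was called higher. There, aroQ (cce_0263) was at -1.19 at 18 h and -1.27 ± 0.14 at 42 h (SD, n = 3 arrays), and pheA (cce_4666) at -0.44 at 18 h and -0.81 at 42 h. The ratio of tyrA (cce_4463) was 0.12 at 18 h and 0.10 at 42 h. The group was formed from the descriptions after the data had been examined.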

Glutamate has previously been shown to inhibit diazotrophic growth, heterocyst differentiation and nitrogenase activity in *Nostoc* ANTH [35]. In addition, studies in *Phormidium laminosum* showed that under conditions of nitrogen starvation glutamate levels remain high and are utilized for amino acid synthesis when nitrogen becomes available [36]. Similar results have been observed in *Gloeothece* under nitrogen fixing conditions [37].

**Figure 8:**
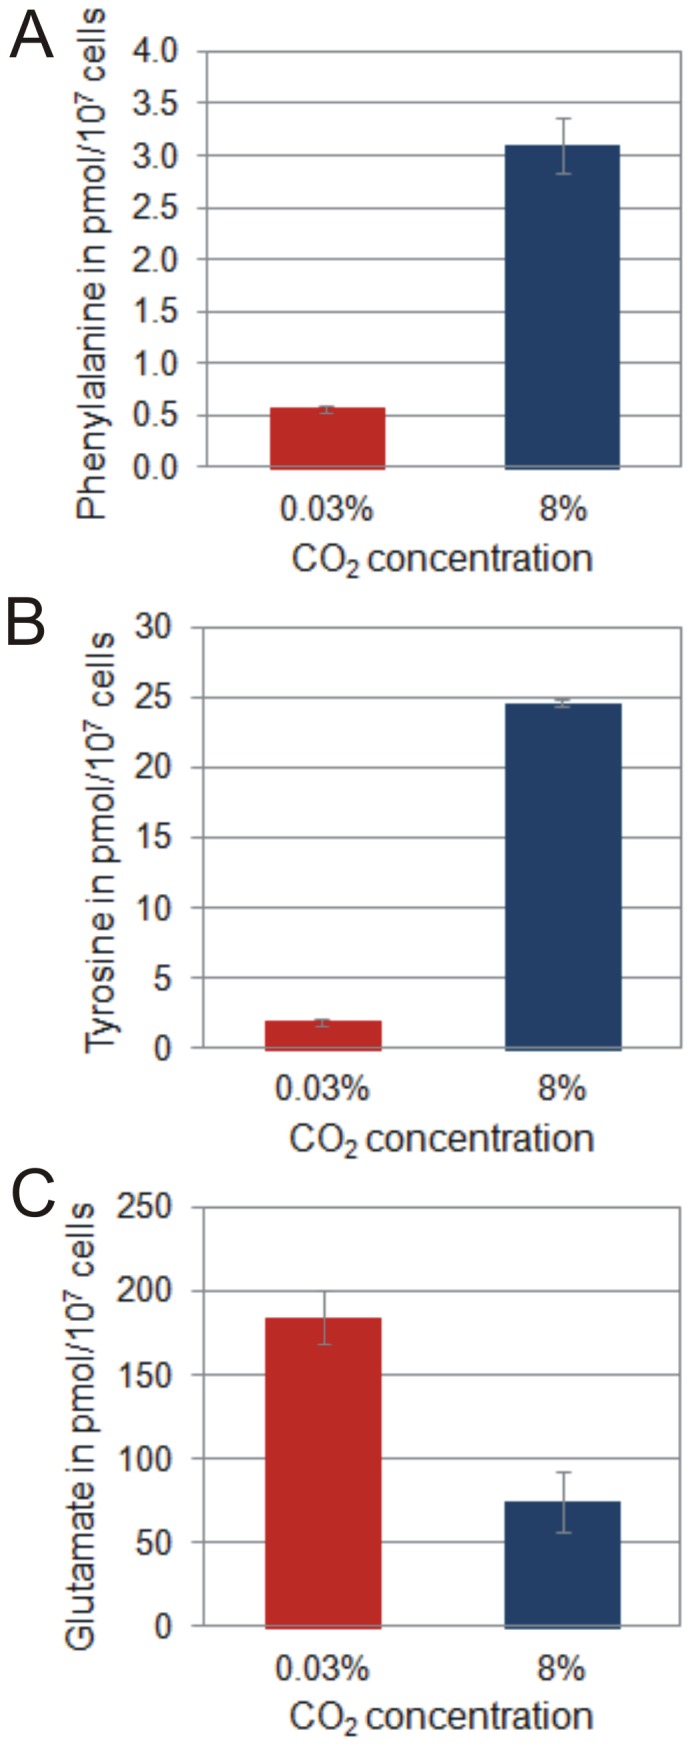
Cellular amino acid concentrations of diazotrophically grown *Cyanothece* 51142 cells under ambient and high CO_2_ conditions. The cellular phenylalanine, tyrosine and glutamate concentrations were measured at time point D6. Error bars represent S.D. of two separate measurements from two biological replicates.

Glutamate is not only an essential precursor for the synthesis of other amino acids, but also for tetrapyrroles and nucleic acids. 

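Averaged over the dark time points 18 and 42 h, the log_2_ ratio of the glutamyl-tRNA synthetase gene gltX (cce_1758, 1774359 to 1775813) was 0.89 (limma adjusted p 7.58e-07), that of hemL (cce_0172, 160715 to 162070) was 0.69 (adjusted p 7.21e-06) and that of hemA (cce_3976, 4110089 to 4111381) was 0.40 (adjusted p 0.000176). The mean of hemA is below 1.5-fold, and hemA was called at 42 h only, at 0.64 ± 0.06 (SD, n = 3 arrays). The level of hemL was higher at 18 h (adjusted p 4.51e-06) and not distinguishable at 42 h (0.27). In the light, hemL was called higher at 0.5 h (0.88) and lower at 6 h (-0.62). At 13 h, gltX (-0.64) and hemL (-1.05) were both called lower.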

Different glutamate utilizing enzymes such as the glutamyl-tRNA synthetase GltX (*cce_1758*) as well as HemA (*cce_3976*) and HemL (*cce_0172*), all of which are involved in the synthesis of the chlorophyll precursor 5-aminolevulinic acid, reveal higher transcript abundances under elevated CO_2_ conditions during the dark. The potential to synthesize chlorophyll in the dark, owing to the existence of a light-independent isoform of an otherwise light-dependent protochlorophyllide reductase, distinguishes cyanobacteria from the majority of higher plants. However, although the synthesis of 5-aminolevulinic acid and chlorophyll in anticipation of the subsequent photoperiod seems intuitive, it remains to be determined whether the increase in cellular glutamate levels under high CO_2_ conditions stimulates these processes.

In addition, a significant number of genes involved in the synthesis of nitrogen containing bases are up-regulated under 8% CO_2_ (Table S2; Figure 5). 

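By their symbols or descriptions in the array files, 22 genes belong to purine and pyrimidine synthesis. At L6 or D6, 12 were called with higher transcript levels in 8% CO_2_, 2 were called lower and 8 were not called. The median of their mean log_2_ ratios over 6, 18, 30 and 42 h was 0.22, with a range from -0.43 to 0.60 (camera adjusted p 0.000401). The array medians were positive on 12 of 12 arrays of L6 and D6, from 0.08 ± 0.00 at 30 h to 0.41 ± 0.06 at 42 h (SD, n = 3 arrays). With only the second probe of each gene, an alternative added after the data had been examined, the median was 0.14 and the adjusted p 0.277, the highest of any alternative. Over all genes and over the list alone, the same number of 14 genes were called at L6 or D6.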

The demand for *de-novo* synthesis of purines and pyrimidines increases particularly in growing and dividing cells, where processes such as DNA replication, RNA synthesis, and the production of ribosomal and transfer RNA for protein biosynthesis govern cell metabolism. Purine biosynthesis is known to play a crucial role in the primary nitrogen metabolism of different legumes by assimilation and detoxification of newly synthesized NH_3_ [38]. Furthermore, as essential precursors for coenzymes such as NAD, NADP, FAD, SAM and coenzyme A as well as for co-substrates in the form of UDP- and ADP-glucose, nucleotides also participate in the synthesis of polysaccharides, glycoproteins and phospholipids. The concerted up-regulation of genes involved in the *de-novo* synthesis of different amino acids, nucleotides and pigments in synchrony with genes involved in nitrogen fixation during the dark suggests that these processes are primary sinks for newly fixed nitrogen in *Cyanothece* 51142 and as such are especially important under conditions of high CO_2_.

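Counting only the dark time points 18 and 42 h, 24 of the 43 amino acid biosynthesis genes of Table S2 were called with higher transcript levels in 8% CO_2_ and 15 with lower levels at one or both. For purines, pyrimidines, nucleosides and nucleotides, 14 of 22 genes were called higher and 8 lower there, and for cofactors, prosthetic groups and carriers, which include pigments, 27 of 48 were called higher and 10 lower. A gene can count in both directions. The median ratios in the dark were 0.35, 0.60 and 0.52, against 0.06, 0.15 and 0.04 at the light time points 6 and 30 h. At 13 h, 6 amino acid biosynthesis genes were called higher and 6 lower, and 6 cofactor genes were called higher and 17 lower.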

In addition, the cyanophycin synthetase *cphA* (*cce_2237*) reveals elevated transcript levels in CO_2_-rich conditions. 

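The gene cphA (cce_2237) lies at 2279226 to 2281844. It was called at 18 h alone, with a log_2_ ratio of 0.91 ± 0.17 (SD, n = 3 arrays; limma adjusted p 2.35e-05). The ratio was 0.21 at 42 h, 0.13 at 30 h and -0.21 at 6 h.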

Cyanophycin is a nitrogen-rich non-ribosomally synthesized peptide composed of multi-L-arginyl-poly-L-aspartate that plays a crucial role in the transient storage of fixed nitrogen. It serves as dynamic reservoir under conditions of nitrogen limitation [39], [40].

Thus, changes in the transcript abundance of genes involved in the biosynthesis and degradation of different metabolites are coordinated to accommodate daily fluctuations in the availability of essential nutrients. In line with this notion are the high transcript levels of heme oxygenases *ho1* (*cce_2573*) and *ho2* (*cce_2324*) under elevated CO_2_ at night. Those enzymes initiate the synthesis of phycobilin once nitrogen in the form of NH_3_ becomes metabolically available.

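For ho2 (cce_2324, 2375932 to 2376693), the log_2_ ratio in the dark was 3.01 ± 0.11 at 18 h and 3.97 ± 0.09 at 42 h (SD, n = 3 arrays; limma adjusted p 3.88e-07 and 2.47e-08). At 13 h, 1 h into the dark period, it was -3.44 ± 0.23, a lower level on 3 of 3 arrays, and it was also called lower at 2 h (-1.03) and 30 h (-1.39). For ho1 (cce_2573, 2639117 to 2639836) the ratio was 1.74 ± 0.21 at 42 h (adjusted p 2.46e-06), 0.31 at 18 h and -0.84 at 13 h. The probes of ho1 disagreed. Over 18 and 42 h the second probe gave -0.09, in place of 1.02 for the mean of the spots.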

Our data also show that elevated CO_2_ guides the concerted up-regulation of transcripts related to respiration. The majority of genes involved in respiration are up-regulated under CO_2_-rich conditions, which results in higher respiration rates (Figures 7A and D). 

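Terminal oxidase genes had their highest ratios at 13 h, with an array median of 1.16 ± 0.26 (SD, n = 3 arrays) and 8 of 10 genes called with higher transcript levels in 8% CO_2_. At 18 h the array median was 0.44 ± 0.02 and at 42 h 0.49 ± 0.12, and 4 genes were called higher at each. The coxA1, coxB1 and coxC1 genes (cce_1976, cce_1977 and cce_1975) had 2.06, 2.28 and 1.83 at 18 h, whereas coxA2, coxB2 and coxC2 (cce_4814, cce_4815 and cce_4813), with both channels not well above background at 18 h, were not called at L6 or D6. The genes named here were picked after their values had been seen. NADH dehydrogenase genes had array medians of 0.30 ± 0.18 at 18 h and 0.40 ± 0.07 at 42 h in the dark. In the light they were -0.10 ± 0.10 at 6 h and 0.25 ± 0.07 at 30 h. Of the 17 ATP synthase genes, 11 were called higher and 2 lower at L6 or D6, with a median mean of 0.81 (camera adjusted p 6.09e-05) and array medians of 0.57 ± 0.04 at 18 h and 1.72 ± 0.13 at 42 h. At 13 h the ATP synthase genes were lower, at -0.77 ± 0.46. Adjusted over the list alone, 13 ATP synthase genes were called at L6 or D6, the number also called over all genes.

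The paper states that the up-regulation of these genes results in higher respiration rates (Figures 7A and D).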

The boost in respiration during the dark period ensures a continuous flow of carbon, energy and electrons for downstream processes such as nitrogen fixation while depleting the cellular carbohydrate storage to enable the accumulation of assimilates during the next photoperiod (Figure 4). Our analyses suggest that the complex regulatory interactions of photosynthesis, respiration and nitrogen fixation converge at the level of carbon metabolism. In fact, a possible role for storage carbohydrates in regulating the respiratory activity has been discussed for soybeans grown under elevated CO_2_ [41]. Carbohydrate accumulation and degradation reflect not only the efficiencies of photosynthesis and respiration, but also the capacity to utilize the breakdown products in downstream metabolic processes. 

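Table S2 refers 90 genes to Figure 5. At L6 or D6, 77 were called with higher transcript levels in 8% CO_2_, 10 with lower levels, and 3 were not called. The median of their mean log_2_ ratios over 6, 18, 30 and 42 h was 0.39, with a range from -1.77 to 1.73 (camera adjusted p 1.12e-13). The array medians were 0.66 ± 0.05 at 18 h and 0.77 ± 0.05 at 42 h, against 0.01 ± 0.00 at 6 h and 0.23 ± 0.04 at 30 h (SD, n = 3 arrays each). At 13 h, 16 of the genes were called higher and 22 lower. The study chose these genes on the same arrays, so their share of higher levels is no independent evidence. Adjusted over the list alone, 88 genes were called at L6 or D6, against 87 over all genes.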

Figure 5 summarizes the main carbon-based metabolic processes and highlights the fact that the majority of associated genes reveal higher transcript levels in 8% CO_2_. However, whether additional available carbon sources and energy are channeled towards growth also depends on the availability of other essential nutrients such as nitrogen. The high demand for nitrogen under high CO_2_ conditions is likely to affect cell growth because a significant amount of the metabolically derived energy has to be devoted for nitrogen fixation.

## Summary

This analysis establishes the view that an excessive supply of CO_2_ and high C/N ratios limits the overall capacity for carbon uptake while stimulating carbon releasing and/or consuming activities. We found that adaptation to and growth under high CO_2_ is intertwined with modifications of temporal metabolic activities that govern diurnal rhythms in *Cyanothece* 51142. This analysis shows further that daily rhythms of carbohydrate accumulation and degradation reflect not only the efficiencies of photosynthesis and respiration under high CO_2_ conditions, but also the cellular ability to accommodate unbalanced C/N ratios with metabolic sink activities.

## Supporting Information

Figure S1 **Gene clusters of differentially expressed genes.** Based on their expression profiles at the time points L6 and D6 from both days, the genes were clustered into 16 different groups. The groups (a)–(f) contain all genes that are significantly up-regulated under 8% CO_2_ and the groups (g)–(p) include all genes that are significantly down-regulated under 8% CO2.

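Table S2 holds 1726 genes, all of which have a value here. Of the 847 genes it places in groups (a) to (f), 841 had a positive mean log_2_ ratio over 6, 18, 30 and 42 h, and 783 were called with higher transcript levels in 8% CO_2_, 2 with lower levels and 62 not at all. Of the 879 genes in groups (g) to (p), the mean was positive for 31. Among these 879 genes, 802 were called lower, 23 higher and 54 not at all. Group (c), with 61 genes, had medians of 2.33 at 18 h and 2.74 at 42 h but -0.03 at 6 h and close to 0 at 30 h. Group (m), with 14 genes, showed the converse in the light, with medians of -4.12 at 6 h and -3.81 at 30 h against 0.26 at 18 h and -0.12 at 42 h. In group (n), also with 14 genes, the medians were -3.21 at 18 h and -4.25 at 42 h. These 3 groups were picked after their values had been seen. The groups were formed by the authors from the same arrays, so these values describe the groups and are no independent test of them.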

(TIF) Click here for additional data file.

Figure S2 **Reverse transcription PCR analysis of differentially expressed genes.** The transcript abundances of different genes involved in nitrogen fixation (*nifH*, *hupS*), carbon metabolism (*glgA1*) and photosynthesis (*cpcA*) were measured at time point D6 (6 hours into the dark cycle) in samples isolated from cells grown under ambient and high CO_2_. 16 S rRNA was used as the loading control.
(TIF) Click here for additional data file.

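On the arrays of 42 h, nifH (cce_0559, 565791 to 566774) had a log_2_ ratio of 1.46 ± 0.58 (SD, n = 3 arrays), with a limma adjusted p of 0.058, and was not called. It was called without replicate 3, with each array as its own replicate, with the replicate block, with a gene-specific dye term and with each time point fitted alone. The fit without replicate 3 may rest on 1 culture. At 18 h the ratio of nifH was 2.89 ± 0.35 and was called (adjusted p 0.000902). For hupS (cce_1063, 1056802 to 1057764), the small subunit of the uptake hydrogenase, the ratio at 42 h was -3.14 ± 0.46 (adjusted p 2.25e-08), a lower level in 8% CO_2_ on 3 of 3 arrays. The ratio of glgA1 (cce_3396, 3493953 to 3495425) at 42 h had an adjusted p of 1.81e-06. For cpcA (cce_2652, 2720119 to 2720607) the ratio was 2.00 ± 0.64 (adjusted p 0.000122), a higher level on 3 of 3 arrays, after -2.45 at 13 h.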

Figure S3 **Light micrographs of** ***Cyanothece*** **51142.** The cells were grown under ambient (A) and 8% CO_2_ (B) under 12 h light/dark conditions. Bar = 5 µm.
(TIF) Click here for additional data file.

Table S1 **Dataset of early and late responsive genes.** The table contains all genes which changed by at least 1.5-fold over the entire time course. The time points are labeled as L0.5, L2, L6, D1, D6, L6, and D6 for 30 min, 2 h, 6 h, 13 h, 18 h, 30 h and 42 h after the transition to ambient CO_2_ collected either during the light (L) or dark period (D). The genes were grouped into early and late responsive genes as well as genes that are differentially expressed during the entire time course. The values are given as average log_2_ ratios of transcripts from cells grown in 8% CO_2_-enriched air versus ambient CO_2_ for each time point.
(XLS) Click here for additional data file.

Table S2 **Data set of differentially expressed genes under ambient and high CO_2_ conditions.** The table contains all differentially expressed genes that changed by at least 1.5 fold over the entire time course, and that are significantly up-regulated or down-regulated in 8% CO_2_-enriched air. The time points for samples collected either during the light (L) or dark period (D) are labeled as L6, D6, L6, and D6 for 6 h, 18 h, 30 h and 42 h after the transition to ambient CO_2_. Separate columns indicate the gene clusters of co-expressed genes, the overall behavior in 8% CO_2_ and alternating 12 h light/dark conditions. The values are given as average log_2_ ratios of transcripts from cells grown in 8% CO_2_-enriched air versus ambient CO_2_ for each time point.

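The values of Table S2 equal the mean of the authors' deposited ratios over the 3 arrays of a time point, after these are turned to 8% over 0.03% CO_2_. All 1726 genes matched within 0.001 at each of the time points 6, 18, 30 and 42 h. The deposited ratios are log_2_ of Cy3 over Cy5, adjusted within each array, and alone they do not show whether background was subtracted. Against them, the background-corrected and loess-normalized ratios correlated across the genes of the table with r = 0.998 at 6 h, 0.999 at 18 h, 0.998 at 30 h and 0.997 at 42 h, and between 95.9% and 99.1% of the genes had the same sign.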

(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

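RNA from *Cyanothece* cultures was compared on 2-colour Agilent arrays at 7 time points, 0.5, 2, 6, 13, 18, 30 and 42 h after cultures adapted to 8% CO_2_-enriched air were moved to ambient CO_2_ (0.03%) or kept in 8% CO_2_. These are 0.5, 2 and 6 h into the light, 1 h into the dark and 6 h into the dark on the first day, and 6 h into the light (L6) and 6 h into the dark (D6) on the second day. Each time point had 3 arrays, 1 of them with the dyes swapped, from 2 cultures. In all, 21 arrays were used and no deposited array was left out.

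The authors deposited, for each array, the intensities that Agilent Feature Extraction 10.5.1.1 measured on each spot in both dyes: the raw mean signal, the raw median of the local background, quality marks, and the same program's processed signals, which are background-subtracted and dye-normalized. The authors also deposited a table of log2 ratios of Cy3 over Cy5, which by the methods were adjusted with LOWESS in MATLAB. Tested on the files, these log2 ratios are not turned for the dye swap. Against the raw log ratio of the spots of each array, r was 0.77 to 0.994 and the slope 0.622 to 1.039. These values alone do not show whether background was subtracted. The paper gives a change of more than 1.5-fold at a significance level of 1%. Its text names neither the test nor an adjustment for multiple testing.

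The raw intensities were processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Background was corrected by normexp with an offset of 50, control spots and spots marked as outliers were left out, and ratios were normalized within each array by loess and turned to 8% over 0.03% CO_2_. The spots of a gene were averaged on each array. Of 5251 genes on the array, 5250 had a value on every array and were tested. The paper describes a single 60-mer probe per gene in triplicate, whereas the deposited files list 2 probe sequences for 4979 genes, and 14 genes share a probe sequence with another gene. The number of arrays limits the precision of every value. The median spot signal of an array was 330 units in Cy3 and 409 units in Cy5 in the median over arrays, against a median background of 33.8 units. In a channel of an array, 63.6% of the gene spots were well above background in the median. Between 0 and 77 gene spots per array were marked as outliers.

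All 21 arrays entered one limma model with a coefficient for each time point. Neither the paper nor the labels say which arrays share a culture, so all 3 ways of averaging a pair of arrays into 1 culture were fitted, with empirical Bayes moderation, and the largest of the 3 p values was kept for each gene. It was adjusted by the Benjamini-Hochberg method over the genes of a time point. A gene was called where the adjusted p was below 0.01 and the mean exceeded 1.5-fold (0.585 on the log2 scale). The direction at L6 and D6 is the sign of the sum of the called ratios at 6, 18, 30 and 42 h. The difference between D6 and L6 is the mean of 18 and 42 h minus the mean of 6 and 30 h. Gene sets were tested with limma's camera at a preset correlation of 0.01 on the mean of 6, 18, 30 and 42 h in each of the 3 groupings, with the largest p adjusted over 13 sets at a threshold of 0.05, and with limma's fry as a check. All tests of limma are two-sided. Set members were taken from the gene descriptions in the array files by rules fixed before the data were examined. The lists for inorganic carbon uptake, peptidoglycan and lipopolysaccharide synthesis, and Figure 5 come from Table S2 instead. The copy of Table S1 at hand is incomplete, so the peptidoglycan list, planned from both tables, was taken from Table S2 and no test was run on Table S1. Groups for glycogen, sugar nucleotides, cell division, and phenylalanine and tyrosine were formed later from the descriptions, after the data had been examined, and were not tested as sets.

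Genes are named by a rule fixed before the data were examined: every gene the results text of the paper names, single set members as examples of the largest change, and over all genes the 5 highest and the 5 lowest mean ratios at any time point among genes called there with the same sign on all 3 arrays. The paper names 34 such genes. Of these, 31 were called at L6 or D6 when adjusted over all genes and 31 when adjusted over the list alone. The study chose these genes on the same arrays, so the latter count is no independent evidence. Where a channel was not well above background on any array of a time point, a lower bound of the fold change was computed, and where both were not, no fold change was read from the ratio.

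The alternatives were each array as its own replicate, a block for the replicate number, a gene-specific dye term, each time point fitted alone, no background correction, the processed signals, median centring in place of loess, the authors' ratios, a filter on dim probes, the slide as a block, leaving out each replicate, no adjustment of p, no fold minimum, the 12 arrays of L6 and D6 fitted alone, and fry in place of camera. Weighting the probes of a gene equally and using the first or the second probe alone were added after the data had been examined. The fits and calls were tested on simulated log2 ratios of genes with 200 changed genes. Of these, 186 were called at 18 h, 185 at 42 h and 190 for the difference between D6 and L6, with 0 unchanged genes called there. Every simulated change exceeded 1.5-fold, and no effect of slide or probe was simulated. Background correction, normalization and the averaging of spots were not tested in this way. The k-means groups of the paper were not recomputed, and no sequence-level analysis was made, because no reference genome was at hand.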

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

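The comparison of D6 with D1, the comparisons of gene sets between D6 and L6, and the tests of slide, dye, dim probes, normalization and single replicates were chosen after the results they concern had been seen, as were the splits of the D6 and L6 arrays for the sets and the regrouping of whole time points, whereas the count of genes that differ between D6 and L6 was planned before the data were examined.

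The response to CO_2_ differed between the dark and the light. For 933 of 5250 genes the log_2_ ratio at D6 (18 and 42 h) differed from that at L6 (6 and 30 h), higher at D6 for 485 genes and lower for 448, by a limma test of the difference itself. To weigh chance, a simpler limma fit with each array as its own replicate was applied to 100 splits of the same 12 arrays. It called 750 genes for the real split and at most 1 gene for any other of the 100, so chance can be excluded where arrays are the units. The arrays of a time point share cultures, however. Where whole time points were regrouped, 63 genes were called for 30 and 42 h against 6 and 18 h, and 173 for 6 and 42 h against 18 and 30 h. With 3 such splits, chance cannot be excluded at the level of time points. The tables argue against 5 technical explanations as the whole cause. With the slide as a block the count was 889. Of the 933 genes, 783 had both channels well above background on 2 or more arrays of each of the 4 time points. The lowest count over 4 ways of making the values was 574, with median centring, and the lowest count without a replicate was 940. Every time point had the same dye layout, so a dye bias of a gene that is equal at all time points cancels in the difference by construction. A dye bias that changes between time points would give opposite signs on the dye-swapped and the other arrays, and across genes the differences on them correlated with r = 0.964. Genes are not independent replicates. A biological difference between the light and dark phases in the response to CO_2_ is a hypothesis that stays open, since it was found and tested on the same arrays. It may also hold a part from the day or from the time since the step down, which the 4 time points share unequally.

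Among the gene sets, the median difference between D6 and L6 was 0.65 for photosystem I (camera adjusted p 0.00394), 2.02 for the phycobilisome (7.65e-07), 4.16 for inorganic carbon uptake (2e-05) and 2.24 for Rubisco and the carboxysome (1.31e-07). It was 0.32 for NADH dehydrogenase (0.000459), 0.18 for terminal oxidases (0.0495), 1.05 for ATP synthase (0.000191) and 2.55 for nitrogen fixation (5.93e-11). For purine and pyrimidine synthesis it was 0.26 (0.0292), and for the Figure 5 genes 0.51 (4.83e-09). All 10 also passed with fry. The array medians were above 0 on 6 of 6 dark arrays and below 0 on 6 of 6 light arrays for the phycobilisome and for Rubisco and the carboxysome. A median as large came up in 2 of 100 splits for photosystem I, in 4 for NADH dehydrogenase, in 15 for terminal oxidases, and in 1, the real one, for the phycobilisome, inorganic carbon uptake, Rubisco and the carboxysome, ATP synthase, nitrogen fixation, purine and pyrimidine synthesis, and Figure 5. With arrays as the units and no adjustment over the sets, chance is therefore not excluded for terminal oxidases and is excluded for the other 9 sets. With whole time points regrouped, the largest other median was 0.55 for photosystem I, 0.21 for NADH dehydrogenase and 0.19 for terminal oxidases, so these 3 sets are left open. For ATP synthase it was 0.60, for 30 and 42 h against 6 and 18 h, beside 1.05 for the real split. Its array medians were higher in the dark on each day, at 0.16 at 6 h and 0.57 at 18 h, and 0.31 at 30 h and 1.72 at 42 h. A part of its difference may still come from the day. For photosystem I the difference came from the second day. The array medians were -0.33 ± 0.26 at 6 h and -0.48 ± 0.06 at 18 h, so that the dark value was the lower one on the first day, and -0.84 ± 0.10 at 30 h and 0.34 ± 0.09 at 42 h (SD, n = 3 arrays). For terminal oxidases too, the medians of the first day, 0.47 ± 0.10 at 6 h and 0.44 ± 0.02 at 18 h, show no higher value in the dark.

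The tables argue against the technical explanations for these sets as for the genes. With the slide as a block, at least 89.5% of each set's median was left. Over the genes with both channels well above background on 2 or more arrays of each time point, the inorganic carbon uptake set left aside, at least 79.2% was left, the lowest being NADH dehydrogenase. Over such genes the median of inorganic carbon uptake was 1.77 in place of 4.16, from 2 of 6 genes. That of terminal oxidases was 0.69 in place of 0.18, from 5 of 10 genes. Over 4 ways of making the values at least 57.2% was left, the lowest being photosystem I with the authors' ratios, and without a replicate at least 77.2%. The sign was the same on the dye-swapped and the other arrays in 10 of 10 sets. With the second probe alone the median of purine and pyrimidine synthesis was -0.04, so the direction of that set depends on the probe. For inorganic carbon uptake, 4 of 6 genes had a channel not well above background on any array at 18 or 42 h. There, a level in the dark and an absent signal cannot be told apart, since a ratio near 0 between 2 dim channels carries no level. For the phycobilisome, Rubisco and the carboxysome, ATP synthase, nitrogen fixation and Figure 5, a biological difference between light and dark may be a candidate explanation, found and tested on the same arrays.

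The response also differed within the dark. Between D1 (13 h, 1 h into the dark) and D6 (18 and 42 h), 1348 genes differed, with 688 higher and 660 lower at D6. In the simpler fit used for the splits, 1080 genes were called for the real one of 84 splits of the 9 arrays and at most 272 for any other, so chance can be excluded where arrays are the units. With the slide as a block the count was 924, at the lowest over 4 ways of making the values 974 and at the lowest without a replicate 1274. Of the 1348 genes, 1184 had both channels well above background on 2 or more arrays of each of the 3 time points. The differences on the dye-swapped and the other arrays correlated across genes with r = 0.934. These values argue against slide, dim probes, normalization, a single replicate and a dye bias that changes between time points as the whole cause. All arrays of 13, 18 and 42 h lay on a single slide per time point. The slide term therefore rests on the arrays of 0.5, 6 and 30 h, and the arrays of 13 and 18 h shared a slide. Whether the hour within the dark or the time since the step down underlies the difference was not tested, and the design gives only 1 time point at D1.

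For the sets, the median of D6 minus D1 was 0.88 for photosystem I (camera adjusted p 0.000458), 3.599 for the phycobilisome (1.38e-09), 3.81 for Rubisco and the carboxysome (7.56e-09) and 2.60 for ATP synthase (2.1e-06). It was 2.30 for nitrogen fixation (8.21e-09), 1.27 for ribosomal proteins (1.05e-12), 0.45 for purine and pyrimidine synthesis (0.000221) and 0.68 for the Figure 5 genes (3.15e-09). For each of the 8 sets, 1 of 84 splits, the real one, gave a median as large, so chance can be excluded with arrays as the units, without an adjustment over the sets. For photosystem I another split came close, at 0.86. These 8 sets passed with camera and with fry. Another 3 sets passed with fry alone. Terminal oxidases went the other way, at -0.49 (fry adjusted p 0.00408, camera 0.129), as did peptidoglycan and lipopolysaccharide synthesis, at -0.27 (0.0325 and 0.255), and photosystem II was at 0.26 (0.0319 and 0.0631). At least 84.2% of each median of the 8 sets was left with the slide as a block, 97.7% over the genes with both channels well above background on 2 or more arrays of each time point, 83.1% over 4 ways of making the values and 64.2% without a replicate, the last being photosystem I without replicate 3, at 0.56. The sign was the same on the dye-swapped and the other arrays in 8 of 8 sets. These values argue against each of these technical explanations as the whole cause. With the second probe alone the median of purine and pyrimidine synthesis was 0.14 in place of 0.45, so the size of that difference depends on the probe. Photosystem I is left open for its other split. For the remaining 6 of the 8 sets, a change of the response to CO_2_ during the dark phase may be a candidate explanation, found and tested on the same arrays.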

How the results depend on the processing

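All alternatives named here were set before the data were examined, except the 3 that treat the probes of a gene differently, which were chosen after the results had been seen. None of them was left out. Over the counts and set medians, 415 values kept their direction and their side of the threshold or stayed within 1.5 times the value given, 51 counts moved by more, 4 set medians reversed, 1 became significant and 2 lost significance. The cause of these changes was not tested unless stated.

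The counts at the early time points were the most sensitive. With each array as its own replicate, 99 genes were called at 0.5 h, 186 at 2 h and 350 at 6 h, and 409 in both windows. With the replicate block, a term that pairs arrays by replicate number across time points, they were 101, 184 and 347, and 409 in both windows. Whether the numbers pair the arrays was checked on the deviations from the time point mean. These correlated above 0.1 in 11 of 21 pairs of time points for replicate 1, in 19 of 21 for replicate 2 and in 8 of 21 for replicate 3. After the dye term it was 7, 3 and 6 of 21. Replicate 2 was the dye-swapped array at every time point, so the dye term also removes any effect of replicate 2. The check therefore cannot decide whether the numbers pair the samples. With the gene-specific dye term the counts were 97, 182 and 343, and 401 in both windows. At an unadjusted p they were 102, 184 and 344, and 407 in both windows. These alternatives, the last apart, count 3 arrays in place of 2 cultures, which adds degrees of freedom by construction. With each time point fitted alone, each array again as its own replicate, 96 genes were called at 0.5 h and 250 at 13 h.

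With the Feature Extraction processed signals, 10 genes were called at 0.5 h, 55 at 2 h and 1361 at 13 h, and 29 only in the first window. They shifted the median of all genes to -0.10 at 2 h, -0.13 at 30 h and -0.11 at 42 h. With median centring, 2 genes were called at 0.5 h, 15 at 2 h, 83 at 6 h, 454 at 13 h, 686 at 18 h and 265 at 30 h. Only in the first window were 36 genes called and in both windows 60, and 574 genes differed between D6 and L6. The share of called genes with higher levels in 8% CO_2_ was 0% at 0.5 h with either of these, in place of 29.4%, and 21.7% at 6 h with median centring, in place of 40.4%. With no fold minimum, 916 genes were called at 30 h.

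With the slide as a block, limma called 0 genes at 0.5 h and 0 at 2 h, where 173 and 123 genes had an unadjusted p under 0.05. It called 58 genes at 6 h, 29 at 13 h, 214 at 18 h, 179 at 30 h and 811 at 42 h, and 973 at any time point. Only in the first window were 19 genes called, 915 only in the later one and 39 in both. At L6 and D6, 468 genes were higher and 499 lower. The arrays of 2, 13, 18 and 42 h lie on one slide per time point, so the error of the slide term enters those ratios by construction.

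Genes called at any time point were shared with the 2245 in 966 of 973 cases with the slide as a block, 1544 of 1610 with median centring, 2019 of 2116 with the authors' ratios, 1887 of 1924 without background correction and 2111 of 2935 with the processed signals.

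Leaving out each replicate in turn, the counts ranged from 33 to 137 at 0.5 h, from 99 to 202 at 2 h and from 221 to 385 at 6 h, from 61 to 116 only in the first window and from 238 to 447 in both windows, each time with the highest value without replicate 3. At 0.5 h the ratios of replicate 3 correlated with those of replicates 1 and 2 with r = 0.56 and 0.399, against 0.73 between replicates 1 and 2. Replicates 1 and 2 also had the highest r of the pairs at every other time point. At 6 h it was 0.9, against 0.735 and 0.668, and at 42 h 0.968, against 0.962 and 0.935. In the fits without a replicate the remaining 2 arrays count as separate replicates. Whether replicates 1 and 2 share a culture is not stated, so the results without replicate 3 may rest on 1 culture. The median of photosystem I ranged from -0.45 to -0.32, with an adjusted p of 0.0318 without replicate 3, over a range from 0.0318 to 0.57 across all alternatives.

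Among the set medians, photosystem II was -0.13 with median centring, -0.0154 with probes weighted equally and -0.0085 with the second probe only, in place of 0.02, and the phycobilisome was -0.13 with median centring, in place of 0.10. By camera, which sets the genes of a set against the other genes, none of these 4 passed the threshold (adjusted p 0.82, 0.682 and 0.75 for photosystem II and 0.869 for the phycobilisome). Rubisco and the carboxysome had a median of 0.26 and an adjusted p of 0.137 with median centring, over a range from 0.00334 to 0.137. Purine and pyrimidine synthesis had a median of 0.14 and an adjusted p of 0.277 with the second probe only, over a range from 1.68e-06 to 0.277. With the second probe only, 44 genes were called only in the first window. The other 8 set tests, those of inorganic carbon uptake, NADH dehydrogenase, terminal oxidases, ATP synthase, nitrogen fixation, ribosomal proteins, peptidoglycan and lipopolysaccharide synthesis, and Figure 5, kept their direction and their side of the threshold under all alternatives.

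Of 48 results for named genes, at least 43 kept direction and call under each alternative set before the data were examined. With median centring 4 lost their call and clpC1 reversed, from 0.14 to -0.0368. With the processed signals 3 gained a call and 1 lost it. The probes of a gene mattered more. For ptsS1 (cce_1859) the second probe gave 0.10 at 2 h and 0.22 at 6 h, and the first gave 0.0189 at 0.5 h. For fur2 (cce_1951) the second probe gave 0.12 at 0.5 h, 0.0285 at 2 h and 0.017 at 6 h. The mean of fus2 (cce_2051) was -0.47 and the dark mean of ho1 (cce_2573) was -0.0903 with the second probe only, each of them reversed.

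Signal over background limits the weakest genes. With genes dim in both channels left out, 3912 to 4377 genes were tested at a time point.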

Differences from the paper's values

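The values below were compared under rules set before the data were examined, and the statements on gene groups in the last paragraphs rest on groups formed after the results had been seen, apart from the sets. The paper's values come from Table S2, on the same log_2_ scale and in the same direction, 8% over 0.03% CO_2_. Of 128 values of 32 named genes, 22 differed by more than the SD of the 3 arrays or in sign, with the largest of these differences 0.18. None of the counts of genes the paper states differed by more than 1.5 times from the count here. For each of the 22 values, the 12 alternatives set before the data were examined that give a value were compared too. The authors' deposited ratios give no difference for any of them. The other alternatives without a difference are named for each value, and under those not named the difference remained.

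For ptsS1 (cce_1859) at 6 h the paper's value is -1.5532 and the value here -1.72 ± 0.04, and there was also no difference without background correction. The paper's value of mreB (cce_2000) at 6 h is 0.0159, against -0.0268 ± 0.11 here, and there was also no difference without replicate 2. PBP2 (cce_3458) at 6 h has -0.5008 in the paper and -0.54 ± 0.03 here, and there was also no difference without background correction. For PBP1A (cce_2453) at 6 h the paper's value is 0.0306 and the value here -0.0248 ± 0.11, and there was also no difference with the slide as a block and without replicate 2. The paper's value of PBP1B (cce_4147) at 6 h is -0.4556, against -0.52 ± 0.04 here, and there was also no difference without background correction and with the slide as a block. hemA (cce_3976) at 6 h has -0.0437 in the paper and -0.091 ± 0.04 here, and there was also no difference without background correction, without replicate 2 and without replicate 3. For hemL (cce_0172) at 6 h the paper's value is -0.5471 and the value here -0.62 ± 0.05, and there was also no difference without background correction and without replicate 1.

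For infA (cce_4035) at 18 h the paper's value is 0.5933 and the value here 0.68 ± 0.05, and there was also no difference with median centring. The paper's value of fus1 (cce_4089) at 18 h is 0.8991, against 0.95 ± 0.01 here, and the difference remained in every other alternative. hemL (cce_0172) at 18 h has 0.9452 in the paper and 1.104 ± 0.12 here, and there was also no difference with median centring, with the slide as a block, without replicate 1 and without replicate 3. For ho2 (cce_2324) at 18 h the paper's value is 2.8666 and the value here 3.01 ± 0.11, and there was also no difference with median centring. The paper's value of glgA1 (cce_3396) at 18 h is 0.3908, against 0.50 ± 0.03 here, and there was also no difference with median centring.

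For PBP2 (cce_3458) at 30 h the paper's value is 0.5466 and the value here 0.56 ± 0.01, and there was also no difference with the gene-specific dye term, with median centring, without replicate 1 and without replicate 3. The paper's value of fus2 (cce_2051) at 30 h is 0.8282, against 0.74 ± 0.06 here, and there was also no difference with the processed signals and with median centring. clpC1 (cce_4247) at 30 h has 0.9463 in the paper and 0.80 ± 0.07 here, and there was also no difference with the processed signals and with median centring. For glgA1 (cce_3396) at 30 h the paper's value is -0.2833 and the value here -0.34 ± 0.04, and there was also no difference with median centring.

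For ptsS1 (cce_1859) at 42 h the paper's value is 0.2097 and the value here 0.28 ± 0.03, and there was also no difference without background correction. The paper's value of PBP1A (cce_2453) at 42 h is 0.6997, against 0.79 ± 0.05 here, and the difference remained in every other alternative. PBP1B (cce_4147) at 42 h has 0.1811 in the paper and 0.24 ± 0.04 here, and there was also no difference without background correction and without replicate 2. For tufA (cce_4088) at 42 h the paper's value is 0.7569 and the value here 0.90 ± 0.08, and the difference remained in every other alternative. The paper's value of hemL (cce_0172) at 42 h is 0.1277, against 0.27 ± 0.11 here, and there was also no difference without replicate 2. ho2 (cce_2324) at 42 h has 3.7915 in the paper and 3.97 ± 0.09 here, and there was also no difference without background correction and with the slide as a block.

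The paper states that almost all photosynthesis genes have reduced transcript levels in 8% CO_2_. Of the genes called at L6 or D6, 7 of photosystem I were higher and 7 lower, 11 of photosystem II were higher and 9 lower, and 7 of the phycobilisome were higher and 3 lower. These counts join light and dark time points. In the light at 30 h, 1 photosystem I gene was called higher and 7 lower. For photosystem II the numbers were 1 and 4, and for the phycobilisome 0 and 5. In the dark they were 2 and 4, 4 and 5, and 2 and 0 at 18 h, in the same order. At 42 h they were 6 and 0, 9 and 6, and 10 and 0. The paper gives more genes with higher and fewer with lower levels than the groups of its own Table S2, which hold 847 and 879 genes.

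The paper states that genes of phenylalanine and tyrosine synthesis have higher levels. Of 11 such genes by description, 1 was called higher, 2 lower and 8 not at all. The 11 need not be the genes the paper refers to. The paper states that genes of glycogen synthesis are up-regulated. Of 6 genes by description, 2 were called higher, 0 lower and 4 not at all by limma.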

Other observations

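The tests on genes that peak in the light or in the dark were set after the set medians had been seen and before their own values were looked at, and the counts over probes and opposite calls were made after the results were seen.

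Over all genes, the highest log_2_ ratios among those called with the same sign on 3 arrays were all at 42 h. They were 4.59 ± 0.33 for cysE2 (cce_0553, 559449 to 560159), 4.45 ± 0.21 for cce_3222, a hypothetical protein, 4.42 ± 0.48 for nifB (cce_0554, 561118 to 562590), 4.15 ± 0.18 for cce_0551 and 4.06 ± 0.29 for cce_0550 (SD, n = 3 arrays each). The lowest were -6.22 ± 0.88 for sbtA (cce_2939, 2979308 to 2980435) at 6 h, -6.06 ± 0.47 for cce_2071 at 42 h, -5.79 ± 0.60 for the flavoprotein gene cce_3835 at 6 h, -5.75 ± 0.11 for cce_2072 at 42 h and -5.66 ± 0.42 for cce_3834 at 6 h. None of these 10 values was limited by a channel that was dim on every array. 

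The genes of Rubisco and the carboxysome, of which Table S2 lists 3 of 11, had a median log_2_ ratio of 0.32 over 6, 18, 30 and 42 h (camera adjusted p 0.0132), with 8 of 11 genes called higher and 1 lower at L6 or D6, and 9 called there both over all genes and when adjusted over the list alone. The array medians were 1.23 ± 0.10 at 18 h and 1.85 ± 0.08 at 42 h, and -0.71 ± 0.19 at 6 h and -0.47 ± 0.18 at 30 h (SD, n = 3 arrays). At 13 h the value was -2.06 ± 0.58.

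Of 465 genes called at 13 h and at 18 or 42 h, 225 had opposite signs at the 2 kinds of time points. Of 430 genes called both at 6 or 30 h and at 18 or 42 h, 86 had opposite signs of their sums. No explanation was tested for these counts.

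Sign flips of the arrays measured what chance gives. For each of the 7 time points the real signs were 1 of 4 patterns that the 3 arrays allow, and 1 of 4 cannot show a share under 0.05, so chance cannot be excluded from these counts alone. Flips of all arrays were drawn for genes called at any time point, in the first window only, in the later window only and in both. They were also drawn for genes higher and lower at L6 and D6. For each of these counts, 1 of 100 drawn flips, the real one, gave a count as large. Chance can be excluded for them where arrays are the units, although the arrays of a time point share cultures. The set medians were as large in 1 of 100 flips for photosystem I, inorganic carbon uptake, NADH dehydrogenase, terminal oxidases, ATP synthase and ribosomal proteins, in 2 for purine and pyrimidine synthesis and in 4 for Figure 5, where chance can be excluded with arrays as the units and without an adjustment over the 13 sets. Photosystem I and NADH dehydrogenase passed neither camera (adjusted p 0.273 and 0.289) nor fry (0.0942 and 0.38), so no change of these 2 sets is claimed from the flips. The medians were as large in 77 flips for photosystem II, in 70 for the phycobilisome, in 42 for Rubisco and the carboxysome, in 5 for nitrogen fixation and in 11 for peptidoglycan and lipopolysaccharide synthesis. For these 5 sets chance is not excluded by the flips. For nitrogen fixation the flips cannot decide. Its array medians were near 0 in the light, at -0.09 at 6 h and -0.08 at 30 h. Flips of the light arrays alone therefore leave the median of that set almost unchanged. In the dark its array medians were above 0 on 6 of 6 arrays, at 2.41 at 18 h and 2.55 at 42 h. The camera test of nitrogen fixation gave an adjusted p of 1.15e-07. A median over light and dark time points is not a summary of sets whose ratios have opposite signs in the 2 phases.

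A damped diel rhythm in 8% CO_2_ was tested as a hypothesis. It predicts that genes peaking in the light have a lower ratio than genes peaking in the dark at 6 and 30 h and a higher one at 13, 18 and 42 h. Over 738 light-peaking and 821 dark-peaking genes, the difference of the medians was -0.22 at 18 h, the opposite of the prediction (permutation test, two-sided, adjusted p 0.00012, with 100000 permutations), and 0.27 at 42 h (adjusted p 7e-04). The values at 13 and 42 h had the predicted sign. At 30 h it was 0.12, again the opposite of the prediction, and at 6 h it did not differ from 0 (adjusted p 0.9). An earlier diel phase in 8% CO_2_ predicts a lower ratio of the light-peaking genes at 13 h, and the difference there was 0.18 (adjusted p 3.5e-05, from 1e-05, the smallest p the permutations can give). Neither hypothesis was borne out. Genes are not independent, so these p values are too small by an unknown amount.

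A gene-specific dye term had an adjusted p under 0.01 by limma for 446 of 5250 genes and exceeded 1.5-fold for 1, with an SD over genes of 0.07 on the log_2_ scale. The 2 probes of a gene correlated across 4927 genes with r from 0.643 at 2 h to 0.773 at 42 h. At 42 h the probes had opposite signs for 78 of 1244 called genes with 2 probes, and at 0.5 h for 0 of 32.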
